# Oaks drought-induced responses under root types: gene and microRNA cooperation

**DOI:** 10.1186/s12870-025-07402-z

**Published:** 2025-10-01

**Authors:** Paulina Kościelniak-Wawro, Paulina Glazińska, Jacek Kęsy, Ewelina A.Klupczyńska, Joanna Mucha, Marcin Zadworny

**Keywords:** Degradome, Drought stress, Gene expression, MiRNA, RNA-Seq, Transcriptome

## Abstract

Drought is a major stressor limiting plant growth and survival, requiring adaptive strategies. This study reveals that oak seedlings deploy distinct molecular and hormonal responses to drought depending on root type and cultivation method (containerized vs acorn-sown seedlings). Taproots and lateral roots exhibited divergent responses: taproots prioritized metabolic adaptation and sustained growth, while lateral roots emphasized growth restriction and structural adjustment. Seedlings initially grown in containers displayed unique transcriptomic and miRNA profiles compared to acorn-sown controls, reflecting the legacy of early root system constraints. Key regulatory networks involving stress-responsive genes, miRNAs, and hormones (notably ABA, JA, SA, and reduced auxins and cytokinins) underpin these adaptations. Our findings underscore the critical role of diversity within root types and cultivation techniques in enhancing drought resilience in oaks, and reveal often-overlooked molecular mechanisms that are vital to effective reforestation strategies aimed at climate mitigation and ecosystem restoration.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-025-07402-z.

## Background

Drought is a pervasive environmental stressor that significantly impacts the growth, development, and yield of agricultural and forestry crops [1, 2]. Rising global temperatures, driven by increased atmospheric CO₂ concentrations, coupled with reduced precipitation and more frequent extreme heat events, are expected to profoundly affect tree physiology and survival [3, 4]. However, the mechanisms underlying the differential drought tolerance among species remain poorly understood [5]. Some species exhibit superior drought avoidance, which may be attributed to their enhanced capacity for water acquisition, a trait more closely linked to root architecture and taproot development than to physiological adaptations conferring drought resistance [6]. From the perspective of functional plant traits taproots presence play a critical role in enhanced water access under drought [7–10].

At the root system growth scale, taproot (TR) and lateral roots (LR) organogenesis are governed by a combination of external and internal factors [11, 12]. Internal factors, including hormones, genes, and microRNAs, interact within complex regulatory networks to determine root size and function. The elongation of taproots is regulated by specific gene groups [13–15], which control lateral root establishment and the overall architecture of the root system [16]. Genetic factors governing root development begin influencing growth as soon as roots emerge from seeds and establish in the soil, shaping both individual root growth and overall root system architecture [13, 16]. These factors are also involved in maintaining undifferentiated cells in the root apical meristem (RAM), establishing root meristem identity, and ensuring root functionality [17]. Cell divisions in the RAM facilitate root elongation and deeper growth, increasing the root surface area available for water uptake. Conversely, under water-limited conditions, the excision of the RAM in primary roots promotes the formation of a highly branched, shallow root system [18–20]. This highlights the critical role of the RAM in defining root architecture [21, 22] and modulating water acquisition from deeper soil layers [23, 24]. These changes are coordinated by the expression of specific genes can trigger adaptive processes that enhance drought tolerance [25], including genes root elongation signaling to enhance their water-absorbing capacity [26, 27]. In oaks, taproot elongation and further water acquisition from deeper soil layer is one of the adaptive response to drought [24]. However, no studies have yet investigated how different seedling cultivation techniques influence the expression of genetic factors affecting taproot growth under drought stress, as taproot meristem may be damaged during oaks cultivation in the containers. How taproot growth response to water shortage is coordinated by drought responsive genes remains unclear.

Drought-responsive genes include those encoding heat shock proteins, glutamine transferases, dehydrins, proteinase inhibitors, and cytochrome P450s, among others [28]. Gene expression can be modulated by microRNAs (miRNAs), which inhibit the translation or induce the cleavage of target mRNAs. The interaction between miRNAs and their target mRNAs as well as miRNA play a pivotal role in tissue-specific gene expression and developmental regulation [11]. This balance is crucial for root development, particularly under drought stress, where disruptions can lead to partial or complete inhibition of root growth, as these molecules activate metabolic pathways regulating responses to abscisic acid (ABA), a key hormone in drought stress responses, as well as auxin signaling, osmoprotection, and antioxidant defense mechanisms [29, 30]. The regulation of these pathways determines growth capacity and stomatal control under drought stress. Despite their scientific and economic importance, the mechanisms driving differences in drought adaptation, including the activation or inhibition of drought-responsive regulators such as hormones, structural proteins, and root growth controllers, remain poorly understood. The synergistic networks between genes and other regulatory elements influence key drought-adaptive traits, such as increased primary root growth and a more vertical orientation of lateral roots, enabling deeper soil penetration [31]. Understanding these regulatory networks can provide insights into optimizing management practices to enhance tree resilience to climate change.

The limited knowledge on how miRNAs signaling of taproot origin define drought responses, hinders the development of science-based management strategies to enhance oak stand resilience to changing environmental conditions [32]. Even less is known about how taproots, whose growth is inhibited in containers and then resumes after transplanting into the rhizotron, respond to drought stress [10, 33]. In the face of rapidly changing climates and the growing use of containerized seedlings in forest regeneration, it is critical to determine whether oaks response to water shortage under shallow root distribution resulted from altered root architecture during containerized seedlings production or deep taproot formation of naturally developing oaks- acorn-sown, triggers the miRNAs signaling and further physiological response. To address these questions, we conducted RNA-seq analysis to profile transcriptome and miRNA sequences, identifying key molecules involved in drought response of acorn-sown oaks and containerized oaks. Additionally, given the pivotal role of plant hormones in drought stress responses, we quantified their endogenous levels under drought conditions.

## Materials and methods

### Plant material and cultivation

In this study, *Quercus robur* L. seedlings were cultivated using a rhizotron system, with acorns sourced from the National State Forests' storage facility in Jarocin, located within the Jarocin Forest District in Poland. The experiments were conducted in a large, semi-closed foil greenhouse at the Institute of Dendrology, Polish Academy of Sciences, in Kórnik, Poland [14]. Mean mass of single acorn used for sowing or containerized seedlings production was 4 g on average. Part of the acorns were sown in the transparent rhizotron chambers (30 × 50 cm). The rhizotron design featured two plexiglass plates spaced 2–3 cm apart and secured with durable plastic tubing, providing ample space for root development. The rest of acorns were sown in containers for containerized seedling cultivation. The containerized seedlings at Jarocin were grown in 18-cm deep by 50-mm wide containers with a volume of 0.275 dm^3^. We used peat and perlite mixture in a 5:1 volumetric ratio as growth substrates, supplemented with dolomite for deacidification and a slow-release fertilizer (Osmocote 15–9-12–2 N-P-K-Mg, including trace nutrients) at a concentration of 2.5 kg/m^3^ in rhizotron and container cases. Both oaks seedling cultivation techniques were cultivated for one year. In early spring of the following year one-year-old containerized seedlings were transplanted to the rhizotrons, without cutting the roots at transplanting time (containerized seedlings hereafter). This step was taken to simulate natural growth conditions, as seedlings from container nurseries are typically transplanted into the field after one year. Regardless of seedlings variant used from this point onward, watering system was installed in each rhizotron to regulate water supply, with the water supply tube positioned at the top of the rhizotron. Drainage systems were incorporated at the base of each rhizotron to prevent waterlogging. The use of rhizotrons allowed for non-invasive, longitudinal monitoring of root growth in the same seedlings without disturbing the root system.

### Water-shortage treatments

After 8-week acclimatization period when they grow under optimal watering conditions (April–June), one-year-old containerized oak seedlings that were transplanted into rhizotrons as well as one-year-old rhizotron seedlings were subjected to water shortage. The acclimatization period approach minimized the potential impact of varying growth conditions on changes in the plant transcriptome and miRNA. The timing of the drought treatment was aligned with the typical peak summer drought period. The drought stress was applied for 4 weeks (June – July). Watering was controlled using an automated irrigation system equipped with drip hoses connected to the each rhizotron. Since this time water supply at the bottom of the rhizotron depth of one-quarter from the bottom to encourage taproot growth, which extends deeper into the soil under conditions of water deficit in the upper soil layers and ensuring that water could only be accessed from the deeper areas of the rhizotron. Soil moisture was reduced to 25% of the levels in fully watered control plants by limiting water supply. Soil moisture in the rhizotron was monitored every two days at a depth of 15 and 45 cm in each rhizotron using moisture sensors, which automatically transmitted data to a data logger (SM150 Kit, Delta-T Devices). Temperature was measured on the soil surface using a HOBO Pro v2 monitoring system. The average air temperature recorded was 23.44 °C on the surface. The average air temperature at a height of 2 m was 20.48 °C.

Additionally, chlorophyll fluorescence in the leaves was measured during the drought experiment prior to harvesting using a Pocket PEA fluorimeter (Hansatech Instruments, United Kingdom) for both fully watered seedlings and those subjected to 4 weeks of 75% water restriction. We used daily chlorophyll fluorescence measurements in 20 seedlings of each cultivation system (rhizotron or containerized) and watering conditions (control and drought) since beginning of the water shortage treatment. We applied this measures to determine the point of severe drought stress in photosynthetic apparatus. Statistical significance was determined using Student's t-test. Significance levels are indicated as follows: * p ≤ 0.05, ** *p* ≤ 0.01, *** p ≤ 0.001. The measured parameters Fo/Fm (ratio of minimal to maximal fluorescence), Fv/Fm (maximum quantum efficiency of PSII), and Fv/Fo (ratio of variable to minimal fluorescence) are direct indicators of PSII (Photosystem II) efficiency. A decrease in these values under drought stress reflects damage to PSII, photoinhibition, and impaired functionality, respectively. The Performance Index (PI) provides a comprehensive measure of overall photosynthetic performance, and its decline indicates a severe reduction in the plant's ability to convert light energy into chemical energy. The final chlorophyll fluorescence measurements were conducted on the same day as the root material was collected for transcriptomic and miRNA analyses. This synchronization ensured that the physiological state of the plants, as reflected by the fluorescence parameters, directly corresponded to the molecular changes captured in the transcriptome and miRNA profiles. By performing these measurements concurrently, we were able to establish a clear link between the photosynthetic efficiency of the plants and their molecular responses to drought stress. This approach provided a comprehensive understanding of the plant's responses mechanisms under stress conditions.

### RNA isolation, library preparation and NGS sequencing

Samples were collected from the meristematic zones of taproots and lateral roots of both rhizotron and containerized seedling grown under two conditions: full irrigation (100% watering) and severe drought (75% moisture reduction). Each biological replicate consisted of 10–15 taproot tips containing the meristematic zone or lateral root tips emerging from the taproot. Total RNA was isolated using Total RNA Purification Kits and further purified with RNA Clean-Up and Concentration Kits (Norgen Biotek, Canada). Following isolation, RNA quality and quantity were assessed using a Nanodrop spectrophotometer and agarose gel electrophoresis. RNA integrity was evaluated using a Bioanalyzer 2100 (Agilent, United States), and only samples with an RNA Integrity Number (RIN) > 8 were selected for mRNA and miRNA library construction and > 7 for degradome sequencing.

### Transcriptome sequencing (RNA-seq)

cDNA libraries were prepared using the TruSeq Stranded mRNA LT Sample Prep Kit and sequenced on a NovaSeq 6000 platform (Illumina, San Diego, CA, USA) in 150 bp paired-end (PE) mode. Sequencing included mRNA molecules, with a sequencing depth of > 20 million reads per sample. All experiments were performed in triplicate to ensure reproducibility. For all analyses conducted, oaks sown directly into the rhizotron served as the reference point (background) for the studied taproot and lateral roots response of the containerized oaks to drought. The data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE295319.

### miRNone sequencing (miRNA-seq)

Small RNA libraries were prepared using the TruSeq Small RNA Library Prep Kit (Illumina, San Diego, CA, USA) and sequenced on a NovaSeq 6000 platform in 50 bp single-end (SE) mode. The protocol specifically enriched for small RNAs in the 18–30 nt size range, with library quality verified by Bioanalyzer analysis. Each sample achieved a sequencing depth of > 20 million raw reads across triplicate biological replicates to ensure robust miRNA detection. The sequencing data captured comprehensive miRNA profiles from both taproot and lateral root meristematic zones of containerized versus directly sown oak seedlings under control and drought conditions. In all comparative analyses, rhizotron-sown oaks served as the reference baseline. The complete miRNA dataset has been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE295320.

### Degradome sequencing (RNA-seq RACE)

For degradome library preparation, approximately 20 μg of total RNA was used as starting material, with ~ 150 ng of poly(A) + RNA subsequently isolated from pooled samples of TR/LR-CT and TR/LR-DS and annealed to biotinylated random primers for first-strand cDNA synthesis, followed by streptavidin–biotin immobilization and specific ligation of a 5' adapter to RNAs containing 5'-monophosphates to enrich for cleavage products, which after reverse transcription and PCR amplification were sequenced on an Illumina HiSeq 2500 platform using single-end 50 bp reads focusing on the first 36 nucleotides to identify 5' RNA ends, employing this modified 5'-RACE approach (PARE/Degradome-Seq) based on Illumina's sequencing-by-synthesis technology to detect miRNA cleavage sites through their characteristic near-perfect base pairing with target mRNAs. The complete degradome sequencing dataset generated in this study has been deposited in the NCBI Gene Expression Omnibus (GEO) database and is publicly available under accession number GSE295322.

### Bioinformatics and functional analysis

*Transcriptome*: Raw RNA-seq reads obtained from transcriptome sequencing were trimmed and filtered to remove adapters using Cutadapt (https://cutadapt.readthedocs.io/en/stable/) [34]. Filtering was performed with a minimum read length threshold of 20 nucleotides. The trimmed reads were then mapped to the *Quercus robur* PM1N reference genome (https://www.oakgenome.fr/index8568.html?page_id=587) using HISAT2 (https://daehwankimlab.github.io/hisat2/) [35]. The quantification of mapped read pairs for individual genes was performed using HTSeq (https://htseq.readthedocs.io/en/release_0.10.0/index.html). [36], with strand-specificity (stranded or reverse) taken into account. Gene annotations were assigned based on InterProScan annotations.

To compare gene expression profiles between samples and identify genes with statistically significant differences in expression, we analyzed differentially expressed genes (DEGs) using DESeq2 for transcriptomes. DESeq2 employs a negative binomial distribution model, utilizing gene-specific means and dispersion parameters. The results of fold-change expression were tested using the Wald test, which provided information on the statistical significance of gene expression changes. The obtained *p*-values were adjusted for multiple testing using the Benjamini–Hochberg method. A false discovery rate (FDR) of ≤ 0.05 and a log2 fold change (log2FC) of ≥ 1.5 were used as thresholds to ensure high-quality data for the statistical analysis of DEGs. Results are presented as log2FC, representing the binary logarithm of the fold change in transcript abundance between the test and control samples.

In this study, a comparative analysis of the sequenced transcriptome was performed between the meristematic zone of taproots under control conditions (TR-CT) and drought stress (TR-DS), as well as lateral roots under control conditions (LR-CT) and drought stress (LR-DS). All up- and down-regulated genes are listed in Supplementary Table 1. All the genes presented in the table show statistical significance at p ≤ 0.05. The table contains key parameters from the RNA-seq analysis, including the average normalized counts per gene across samples (BaseMean), the magnitude and log2 scale of differential gene expression (Estimated_FoldChange and log2_Estimated_FoldChange), the Wald test statistic evaluating fold change significance (Wald_stat), raw and FDR-adjusted *p*-values accounting for multiple testing (*p*_value_not_adjusted and FDR_adjusted_*p*_value), and the standard error of the log2 fold change estimate (Standard_error_estimate). Additionally, it provides genomic context for each gene with chromosome location, gene type, start and end positions, and strand information (Chromosome, Type, Sequence_start, Sequence_end, Strand).

Gene Ontology (GO) and KEGG identifiers overrepresented in the set of differentially expressed genes (DEGs) were identified for each comparison. Only genes with an adjusted *p*-value below the conventional significance threshold of α = 0.05 were considered significantly differentially expressed. To identify GO terms significantly enriched among DEGs, the topGO package in R was used. For the identification of statistically overrepresented KEGG pathways in the DEG sets, the ClusterProfiler package.

(https://bioconductor.org/packages/devel/bioc/vignettes/clusterProfiler/inst/doc/clusterProfiler.html) [37] was employed, using the *Quercus lobata* genome (GCF_001633185.2) available in the KEGG database and its corresponding NCBI Entrez identifiers.

*miRNAs*: Similar to the transcriptome sequencing analysis, raw miRNA reads were trimmed using Cutadapt https://cutadapt.readthedocs.io/en/stable/ [34]. Filtering was performed with a minimum read length threshold of 15 nucleotides for miRNA. Quality control of the reads was conducted using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Subsequently, ShortStack was employed, which utilizes Bowtie (https://bowtie-bio.sourceforge.net/index.shtml) [38] for read mapping, as well as for the identification and quantification of miRNA molecules. For this analysis, all known miRNA sequences from the miRBase database were used.

Differential expression analysis of miRNA was performed using the edgeR package (https://bioconductor.org/packages/release/bioc/html/edgeR.html) [39] for the analyzed comparisons. A reference genome containing coding sequences (CDS) was used for this purpose. Potential target sites for each newly identified miRNA and mature miRNA from miRBase were detected using miRanda (with settings: score ≥ 150, energy ≤ −20 to minimize false positives) [40]. These sequences were matched against the reference genome containing coding gene sequences. Sets of target genes for significantly differentially expressed miRNAs were created for each comparison.

Gene Ontology (GO) and KEGG identifiers overrepresented in the set of target genes for significantly differentially expressed miRNAs were identified. Using the results from the previously conducted RNA-seq analysis, GO identifiers for target genes and EntrezId identifiers required for KEGG analysis were utilized. Only miRNAs with a false discovery rate (FDR) below the conventional significance threshold of α = 0.05 were considered significantly differentially expressed. The topGO package in R was used to assign GO identifiers with increased frequency among target genes of significantly differentially expressed miRNAs (FDR ≤ 0.05) [41]. The selected genes were characterized by Gene Ontology (GO) terms and classified into plant-specific GO categories: biological process (BP), cellular component (CC), and molecular function (MF).

Additionally, the ClusterProfiler package was used to identify statistically overrepresented KEGG pathways for target genes of significantly differentially expressed miRNAs with EntrezId identifiers [37, 42]. KEGG analysis was performed only for statistically significant miRNAs (FDR ≤ 0.05) from miRBase that had EntrezId identifiers.

In this study, a comparative analysis of sequenced miRNAs was conducted, encompassing the meristematic zone of taproots under control conditions (TR-CT) and drought stress (TR-DS), as well as lateral roots under control conditions (LR-CT) and drought stress (LR-DS). All up- and down-regulated miRNAs are listed in Supplementary Table 2.

*Degradome*: For the analyzed experimental variants, a bioinformatic analysis of the degradome was performed using CleaveLand4 (https://github.com/MikeAxtell/CleaveLand4/) [35]. To identify miRNA targets, the reference transcriptome of *Quercus robur* PM1N, used as the reference genome in the transcriptome analysis, was employed, along with miRNA sequences detected in the small RNA analysis.

### Validation of gene expression by RT-qPCR

The expression of selected genes identified through NGS sequencing was validated using RT-qPCR. cDNA was synthesized from 1 μg of total RNA or using SuperScript III Reverse Transcriptase (Invitrogen, Carlsbad, CA, USA), following the manufacturer’s instructions. oligo(dT) primers were used for first-strand synthesis. RT-qPCR reactions were performed on a LightCycler 480 (Roche, Switzerland) using KAPA SYBR® FAST qPCR Master Mix (Roche, Switzerland) and PCR primers listed in Supplementary Table 3, following the manufacturer’s protocols. All experiments were performed in triplicate to ensure reproducibility. Eight genes were used for validation (*NCER1* – neutral ceramidase 1; *WRKY* – WRKY transcription factor; *GST* – glutathione S-transferase; *PIN2* – auxin efflux carrier component 2; *GERL1* – germin-like protein 1; *ACO5* – 1-aminocyclopropane-1-carboxylate oxidase 5; *AIR1* – lipid-binding protein AIR1; *HK1* – hexokinase-1-like). *Elongation factor* (*EF*) was used as a reference gene.

### Plant hormone analysis

In our study, we analyzed the levels of the following plant hormones in both taproots and lateral roots under control conditions and drought stress: IAA (indole-3-acetic acid), IBA (indole-3-butyric acid), IBA (indole-3-butyric acid), tZ (trans-zeatin), 2iP (isopentenyladenine), GA3 (gibberellin 3), ABA (abscisic acid), JA (jasmonic acid) and SA (salicylic acid). These hormones were selected due to their critical roles in regulating plant growth, development, and stress responses. By comparing their levels in taproots and lateral roots under both control and drought conditions, we aimed to elucidate how hormonal regulation contributes to the plant's response to water deficit. This analysis provided insights into the complex hormonal networks that coordinate root growth, stress signaling, and resource allocation under drought stress. The analysis of plant hormone levels was performed using the QuEChERS method (quick, easy, cheap, effective, rugged, and safe) with deuterated internal standards, as described by [13]. Briefly, this method involves phase separation using acetonitrile and phytohormone extraction on C18 SPE columns (BAKERBOND Octadecyl spe™, Avantor, USA) to selectively bind and elute target compounds. Plant material preparation followed the protocol by Pu et al., with modifications. Hormone concentrations were calculated per gram of fresh weight [43, 44]. This approach enables the simultaneous analysis of hormone concentrations and gene expression from a single sample. It also minimizes errors arising from drought-induced accumulation of osmoprotectants, such as proline, which can distort dry weight-based measurements. Quantification was carried out using UHPLC-MS/MS with a Shimadzu Nexera XR UHPLC system coupled to a triple quadrupole mass spectrometer detector. Chromatographic separation was achieved using an Ascentis Express C18 column (2.7 μm, 100 × 2.1 mm) maintained at 35 °C. The mobile phases consisted of 0.1% formic acid in water (A) and methanol with 0.1% formic acid (B), with a flow rate of 0.35 mL min⁻^1^. The gradient program started at 35% B, increased to 90% B over 4 min, and then to 100% B over 2 min. Phytohormones were identified using multiple reaction monitoring (MRM). Data analysis was performed using LabSolutions 5.8 software, with log10 transformation applied to ensure normal distribution. Outliers were replaced with the average of valid measurements. Student’s t test applied to assess mean differences between taproot and lateral roots under control and drought conditions (p ≤ 0.05). All statistical analyses were conducted using JMP Pro.

## Results

### Drought stress severely impairs photosystem II efficiency and photosynthetic performance

The following parameters were analyzed to assess the efficiency of Photosystem II (PSII) and overall photosynthetic performance: Fo/Fm, Fv/Fm, Fv/Fo, PI (Performance Index), TRo/RC (trapped energy flux per reaction center), ETo/RC (electron transport flux per reaction center), ABS/RC (absorbed energy flux per reaction center), and DIo/RC (dissipated energy flux per reaction center). These parameters can be categorized into three main groups based on their functional roles: (1) PSII efficiency, (2) energy trapping and electron transport, and (3) energy absorption and dissipation (Table 1). Student’s t test applied to assess mean differences between the measured parameters under control and drought conditions (p ≤ 0.05). We indicated a decrease in Fo/Fm, Fv/Fm, and Fv/Fo reflecting damage to PSII and photoinhibition rise. Observed decline in the Performance Index (PI) provides a indicates a severe reduction in the plant's ability to convert light energy into chemical energy. Impaired energy trapping and disrupted electron transport was confirmed by reduction of TRo/RC and ETo/RC under water shortage conditions. We also observed inefficient utilization of absorbed energy due enhanced ABS/RC as well as energy loss in increased DIo/RC during drought stress (Table 1). Collectively, these parameters provide a detailed picture of photosynthetic disruption during drought stress, highlighting damage to PSII, impaired electron transport, and increased energy dissipation.

**Table 1:** The effect of drought stress on Fo/Fm—minimal fluorescence/maximal fluorescence; Fv/Fm – maximum quantum yield of PSII; Fv/Fo – variable fluorescence/minimal fluorescence; PI – performance index; TRo/RC – trapped energy flux per reaction center; ETo/RC – electron transport flux per reaction center; ABS/RC – absorption flux per reaction center; DIo/RC – dissipated energy flux per reaction center of leaf of oak seedlings in comparison to control conditions. Mean values are presented and standard deviations are put into the brackets

Treatment	Fo/Fm	Fv/Fm	Fv/Fo	PI	TRo/RC	ETo/RC	ABS/RC	DIo/RC
Control	0.81 (0.02)	0.80 (0.02)	4.52 (0.5)	4.25 (0.5)	2.81 (0.2)	1.86 (0.1)	2.33 (0.2)	0.80 (0.1)
Drought	0.65 (0.04)*	0.68 (0.05)*	2.41 (0.5)***	0.83 (0.2)***	1.24 (0.3)***	0.87 (0.2)**	3.56 (0.4)**	3.26 (0.5)***

Means of drought and control treatment marked with asterisks differ statistically: * p ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001 (t-Student test)

### Drought stress induces distinct and overlapping transcriptomic responses in taproots and lateral roots, highlighting metabolic and hormonal adaptations

Differential expression genes (DEG) analysis revealed 3,262 up-regulated and 3,630 down-regulated genes in taproots subjected to drought stress (TR-DS) compared to the control. In lateral roots under drought stress (LR-DS), 2,934 genes were up-regulated and 3,244 were down-regulated relative to the control (Fig. 1). Among these, 1,902 genes showed increased expression, while 2,217 genes exhibited decreased expression in both TR-DS and LR-DS. Additionally, 114 genes were down-regulated in TR-DS but up-regulated in LR-DS under drought stress, whereas 32 genes were up-regulated in TR-DS and down-regulated in LR-DS.

**Fig. 1:**
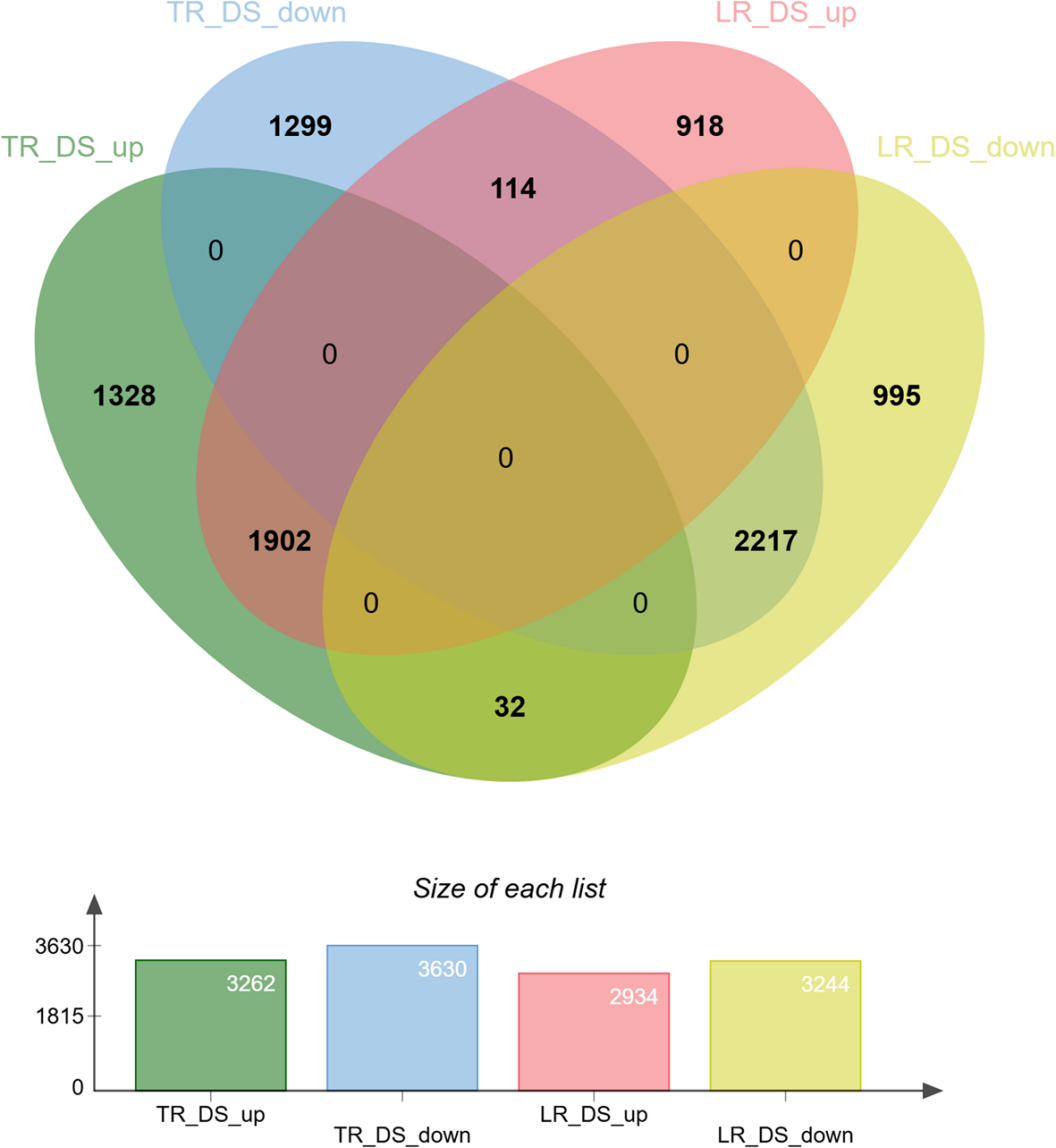
Venn diagram illustrating up- and down-regulated genes in taproots and lateral roots during drought stress compared to the control without drought stress. TR – taproot, LR – lateral roots, DS – drought stress, up – up-regulated genes, down – down-regulated genes

Analysis of up-regulated genes in TR-DS and LR-DS highlighted the presence of numerous genes associated with drought stress response and plant hormone regulation. These included genes involved in cellular dehydration protection, hormonal regulation, metabolism and detoxification, signal transduction, carbohydrate and cell wall metabolism, transport, oxidative stress response, cell wall modification, pathogen response, carbohydrate metabolism, and transcriptional regulation.

GO analysis revealed that in TR-DS under drought stress in the biological process (BP) category the most highly expressed genes were associated with carbohydrate metabolic process, glutathione metabolic process, cell wall modification, and response to water deprivation. In the cellular component (CC) category, the most prominent terms were microtubule, extracellular region, and apoplast, while in the molecular function (MF) category, the top terms included heme binding, iron ion binding, monooxygenase activity, hydrolase activity, and oxidoreductase activity. Furthermore, many genes in the BP category were linked to responses to plant hormones, including abscisic acid, auxin, brassinosteroids, ethylene, and salicylic acid (Fig. 2).

**Fig. 2:**
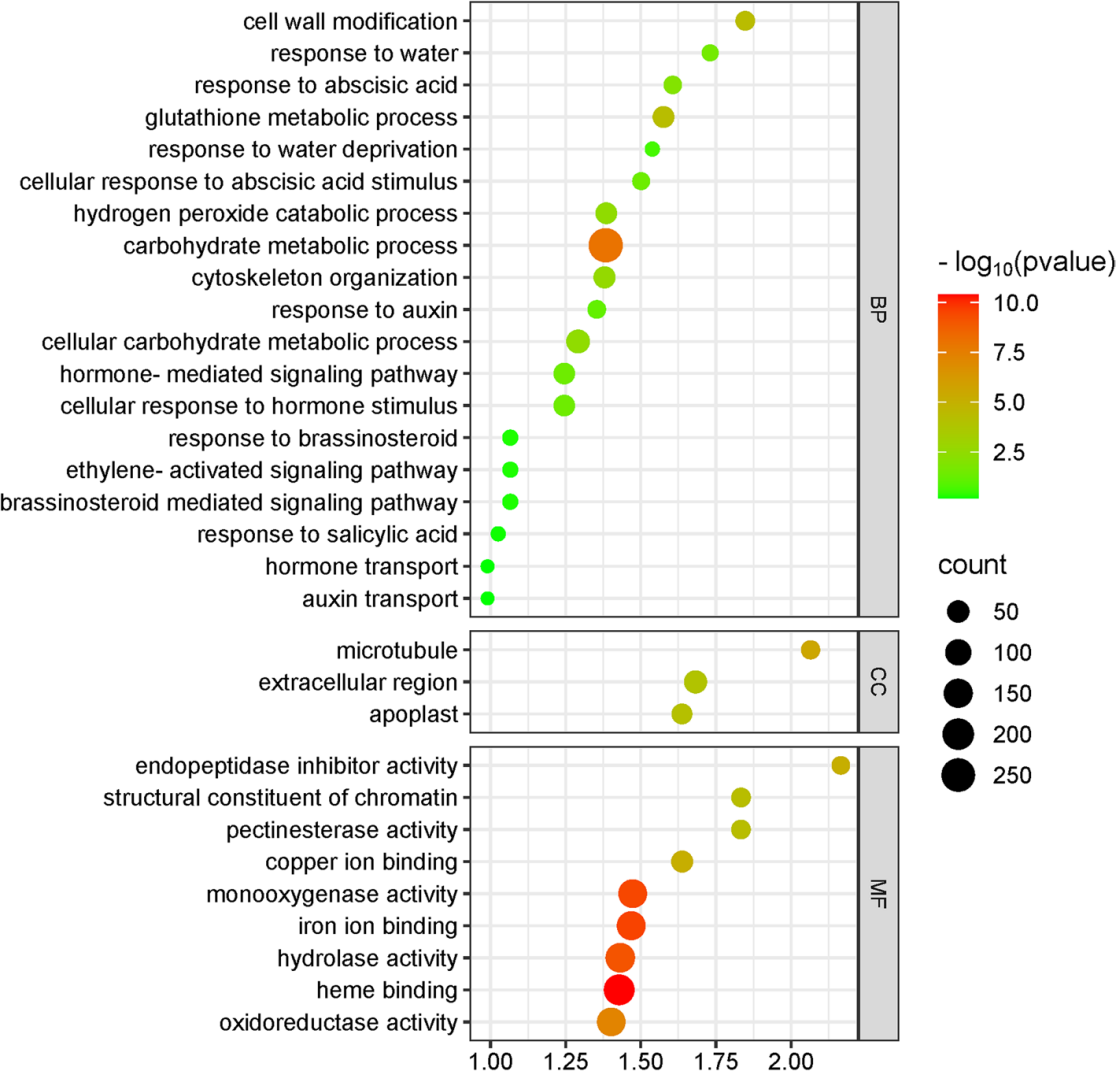
GO term enrichment analysis in taproot during drought stress. The figure illustrates KEGG metabolic pathways, with each circle symbolizing a specific pathway. The size of each circle reflects the number of genes enriched in that pathway. The significance of the enrichment of differentially expressed genes (DEGs) within a pathway is represented by -log10 (*p*-value). Pathways with low q-values are shown in green, while those with high q-values are depicted in red. Additionally, the size of the circle corresponds to the number of enriched genes in the pathway. BP – biological process; CC – cellular component; MF – molecular factor

In LR-DS under water shortage, the BP category was dominated by genes involved in carbohydrate metabolic process, microtubule-based process, hydrogen peroxide catabolic process, and cell wall biogenesis. For the CC category, the most significant terms were microtubule, nucleosome, apoplast, and extracellular region, while the MF category included genes associated with structural constituent of chromatin, microtubule binding, hydrolase activity, heme binding, ion binding (copper, iron, manganese), structural constituent of cytoskeleton, monooxygenase activity, DNA-binding transcription factor activity, serine-type carboxypeptidase activity, oxidoreductase activity, protein heterodimerization activity, and abscisic acid binding. Similar to TR-DS, many genes in the BP category were related to responses to plant hormones, including cytokinins, auxin, brassinosteroids, and abscisic acid (Fig. 3).

**Fig. 3:**
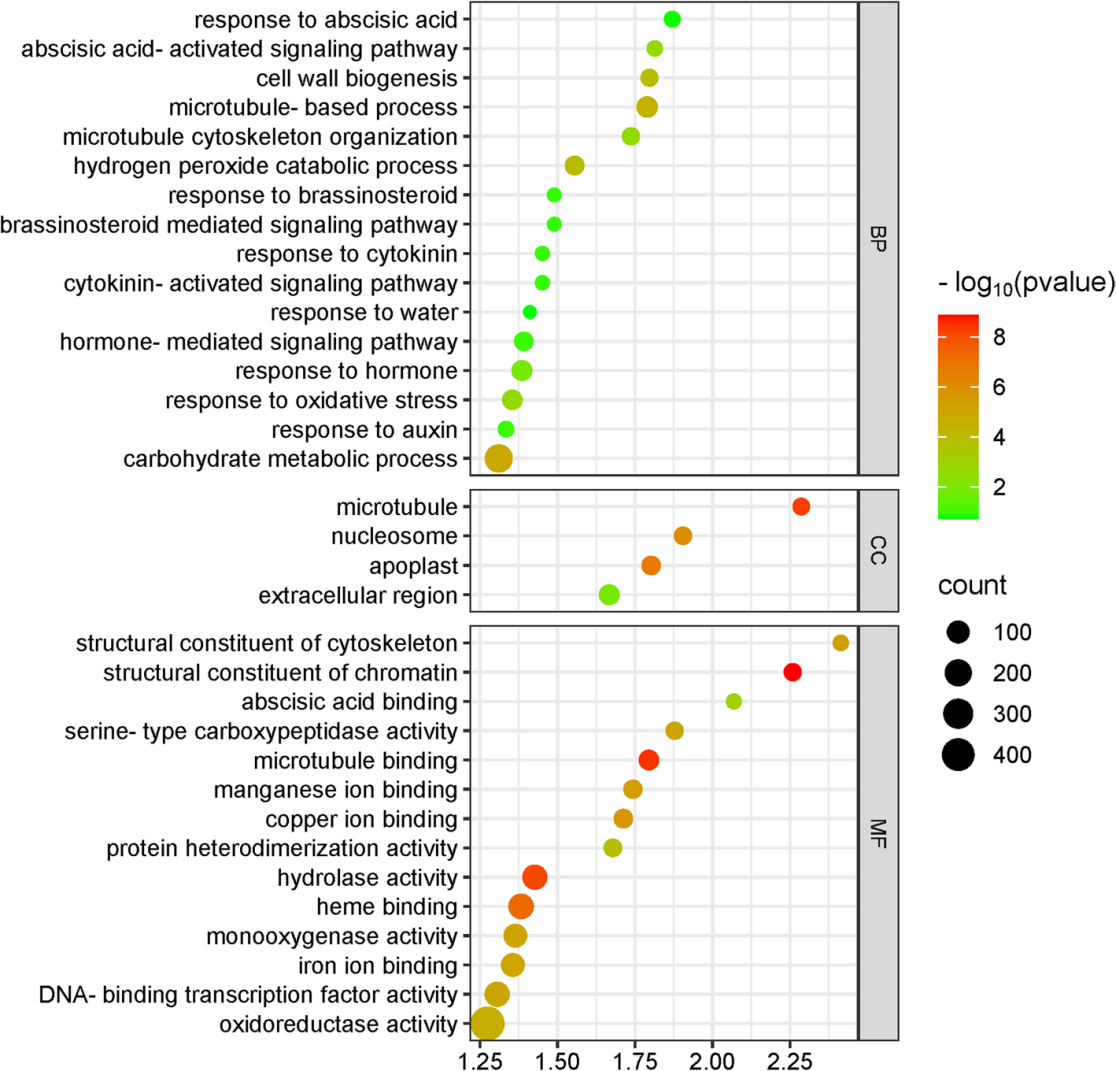
GO term enrichment analysis in lateral roots during drought stress. The figure illustrates GO metabolic pathways, with each circle representing a specific pathway. The size of each circle reflects the number of genes enriched in that pathway. The significance of the enrichment of differentially expressed genes (DEGs) within a pathway is represented by -log10 (*p*-value). Pathways with low q-values are shown in green, while those with high q-values are depicted in red. Additionally, the size of the circle corresponds to the number of enriched genes in the pathway. BP – biological process; CC – cellular component; MF – molecular factor

KEGG pathway analysis revealed significant enrichment of pathways related to starch and sucrose metabolism, glycolysis/gluconeogenesis, glutathione metabolism, motor proteins, pyruvate metabolism, and the citrate cycle (TCA cycle) in taproots subjected to drought stress compared to taproots grown under fully watered conditions (Fig. 4). In lateral roots under drought stress, significant changes were observed in pathways associated with motor proteins, pyruvate metabolism, and the citrate cycle (TCA cycle) (Fig. 5).

**Fig. 4:**
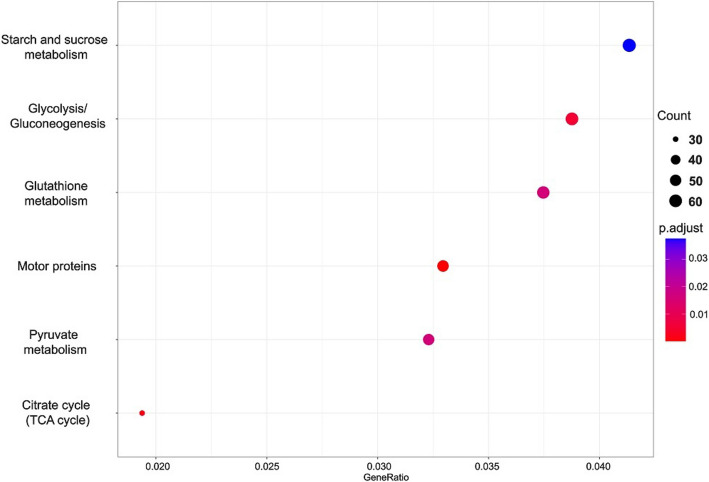
KEGG term enrichment analysis in taproot during drought stress. The results are displayed as p.adjust values, which represent statistical significance after applying a correction for multiple testing. A lower p.adjust value indicates greater statistical significance. Pathways with lower p.adjust values are highlighted in blue, while those with higher significance are shown in red

**Fig. 5:**
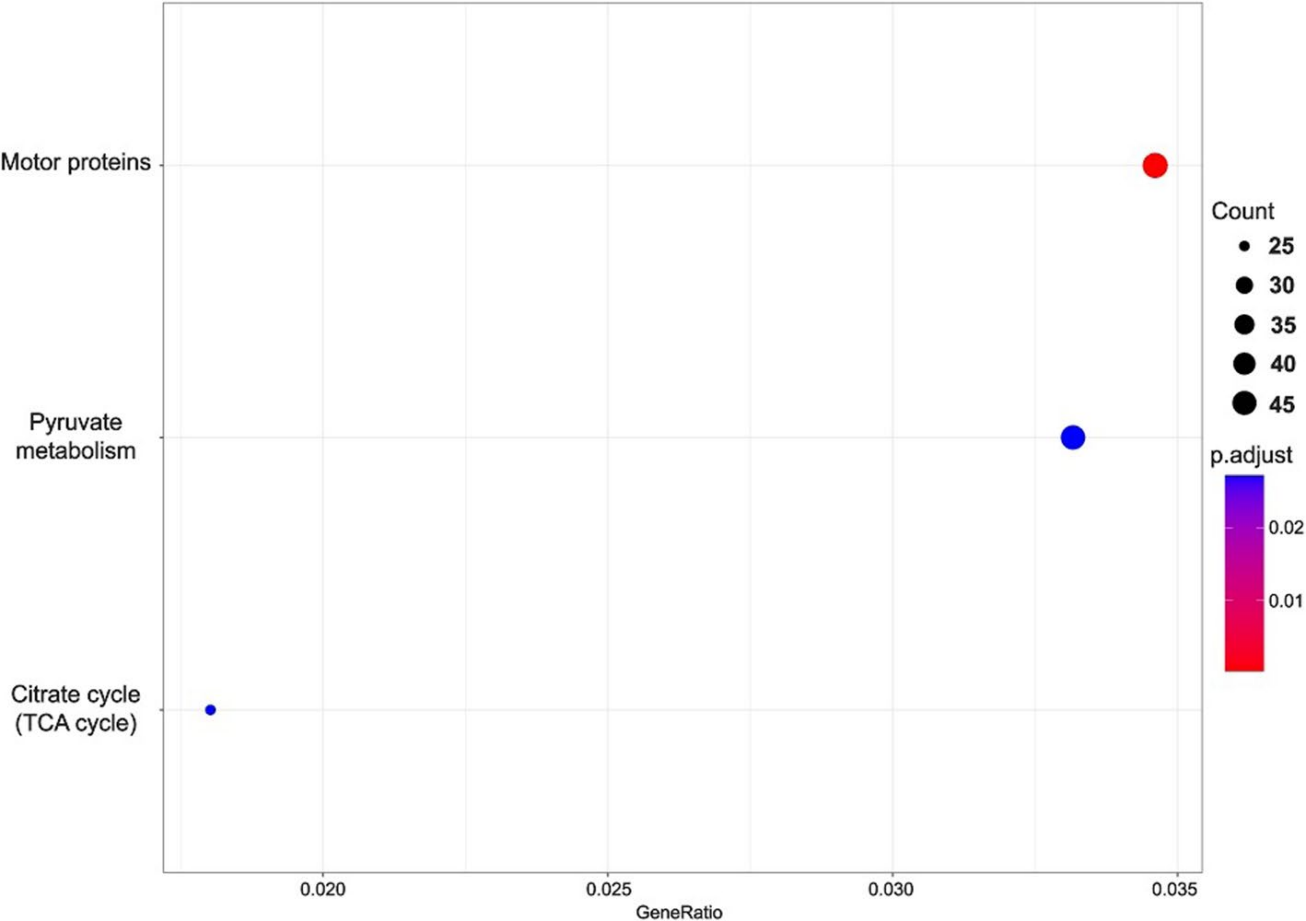
KEGG term enrichment analysis in lateral roots during drought stress. The results are displayed as p.adjust values, which represent statistical significance after applying a correction for multiple testing. A lower p.adjust value indicates greater statistical significance. Pathways with lower p.adjust values are highlighted in blue, while those with higher significance are shown in red

### Distinct miRNA expression patterns in taproots and lateral roots indicate tissue-specific regulatory strategies for drought adaptation

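Small RNAs were sequenced from the meristematic zone, the growing tip, of taproots (TR) and lateral roots (LR) of pedunculate oak seedlings that were fully watered (CT) or kept under drought stress (DS). Each of the 4 groups had 3 libraries. The authors trimmed the reads with Cutadapt, kept those of at least 15 nt, and mapped and quantified them with ShortStack against miRBase sequences; the deposited values are whole read counts per mature miRNA, without normalization. The table holds 75 miRNAs, of which 51 carry the name of a known miRNA with the prefix qrb- (left out below) and 24 are named by their sequence only. The counts summed to 445139, 1267473 and 660151 in TR-CT, 371099, 409456 and 876789 in TR-DS, 764615, 845480 and 1057196 in LR-CT and 902505, 864103 and 160039 in LR-DS. The paper states the sequencing depth as raw reads, whereas the values here rest on the counts assigned to miRNAs. A single sequence of 16 nt took between 34.1% and 89.1% of the counts of a library, with 95% Wilson intervals of 34.0% to 34.2% and 89.1% to 89.2%, so that the other miRNAs shared between 26087 and 557180 counts. That sequence is shorter than the 18 to 30 nt of the paper's size selection. It is counted here among the 75 miRNAs, but whether it is a mature miRNA was not tested. The libraries of one group differed from each other by more than the sampling noise, with a chi-square over its degrees of freedom between 26.5 and 3990 for the pairs of replicates, and intervals and floors cover counting error only. Counts were scaled with TMM factors and tested with edgeR's quasi-likelihood test, separately for taproots and lateral roots, over all miRNAs with at least 1 count in the 6 libraries of the root type. FDR values are p-values adjusted by the Benjamini-Hochberg method, and log2FC compares drought stress with control. With 3 libraries against 3, an exact permutation test has 20 arrangements and cannot give a two-sided p below 0.1.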

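At least 1 count was found for 74 of the 75 miRNAs in the 3 TR-DS libraries and for 71 in the 3 LR-DS libraries. After the counts of every library were drawn at random down to the total of the smallest library (LR-DS replicate 3), 73 and 69 miRNAs remained. The order of the root types depended on the minimum count. A minimum of 3 counts in every one of the 3 libraries left 46 miRNAs in TR-DS and 48 in LR-DS, while a minimum of 10 counts over the 3 libraries left 69 and 66. Over the control and drought libraries of a root type together, all 75 miRNAs had counts in taproots as well as in lateral roots. Single TR-DS libraries held between 62 and 65 miRNAs with counts, and single LR-DS libraries between 58 and 68. The smallest share that 3 counts can show was between 0.000237% and 0.00187% of a library's counts.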

Sequencing of miRNA molecules in oak roots revealed their the lower abundance in taproots (58 mature miRNAs) in comparison to 61 mature miRNAs observed in lateral roots under drought stress conditions. Among the former, 35 known miRNAs and 23 novel miRNAs were identified in taproots subjected to drought stress (TR-DS), while in the latter root types 37 known miRNAs and 24 novel miRNAs were identified under drought stress (LR-DS). 

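In TR-DS, 50 known miRNAs and 24 miRNAs named by sequence only had at least 1 count, and in LR-DS 47 and 24. Under the minimum of 3 counts in every library, these became 30 known and 16 sequence-named miRNAs in TR-DS against 29 known and 19 sequence-named miRNAs in LR-DS. The paper's 58 and 61 equal the lengths of its lists of drought against control. The list for lateral roots holds miR156a, which had no count in LR-DS. The paper's numbers are therefore not the same quantity as detection in the drought libraries.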

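Of the 75 miRNAs tested in taproots, 39 had a log2FC above 0 and 36 below 0 in TR-DS, and none passed an FDR of 0.05 in edgeR's quasi-likelihood test. The lowest FDR was 0.446, and 3 miRNAs had an unadjusted p of at most 0.05. Among the 10 splits of the taproot libraries into 3 against 3, only the exchange of TR-CT replicate 3 and TR-DS replicate 2 gave miRNAs past that FDR, 24. The absence of calls in taproots therefore holds only as far as these labels are right, which the data did not settle. In lateral roots, 34 miRNAs had a log2FC above 0 and 41 below 0 in LR-DS. Of these, 24 passed an FDR of 0.05, 7 of them higher and 17 lower under drought stress. This balance depended on the scaling. With library size alone, 33 of the 35 miRNAs that passed were lower. With a library size without the most abundant miRNA, more of the 23 that passed were higher than lower. The biological coefficient of variation between libraries of the same group was 1.08 in taproots and 0.565 in lateral roots. The drought and control libraries did not overlap for 35 of the 75 miRNAs in lateral roots (46.7%) and for 3 in taproots, where chance gives 10%. The joint fit of all 12 libraries, which share 1 estimate of the spread, moved the number of miRNAs that passed in lateral roots most. No miRNA passed there, and 16 had an unadjusted p of at most 0.05. Scaling by library size alone moved the median log2FC of all miRNAs by -0.50 in taproots and -1.16 in lateral roots, RLE factors by 0.25 and 0.27, and a library size without the most abundant miRNA by -0.15 and 0.74. Groups share replicate numbers, and the deviations of same-numbered libraries from their group means correlated across miRNAs with an r of 0.288 in taproots and -0.190 in lateral roots. With the replicate number as a block, 2 miRNAs passed in taproots and 17 in lateral roots, 15 of the latter being among the 24. Among the miRNAs that passed without overlap, the largest log2FC as estimated by edgeR belonged to decreases with LR-DS libraries at or below 3 counts, for which only lower bounds are given: those of miR156a (at least 6.82-fold, FDR 0.00399), of miR2111a (at least 1.89-fold, FDR 0.0184) and of novel_miRNA_ACUAUUGUGGAGCACCUGCUC (at least 8.56-fold, FDR 0.00331). The paper lists 58 miRNAs for taproots and 61 for lateral roots in Supplementary Table 2, and 0 and 22 of these passed an FDR of 0.05 here.

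**Figure D1:**
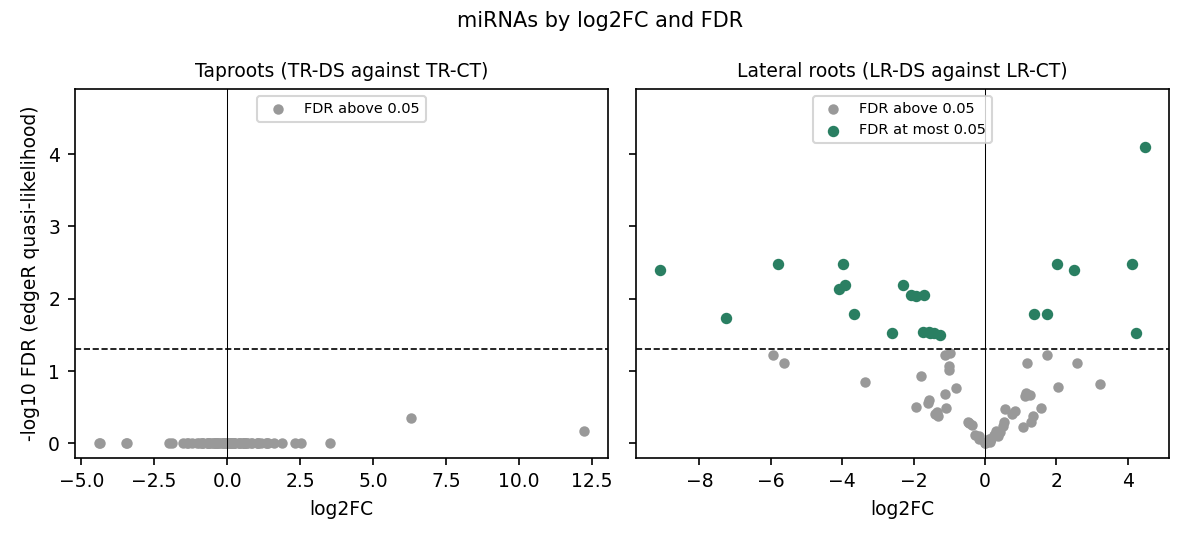
log2FC of drought stress against control (x axis) and the negative log10 of the FDR (y axis) of each of the 75 miRNAs in taproots (left) and lateral roots (right). Each point is a miRNA, the dashed line marks an FDR of 0.05, and 24 points lie above it in lateral roots and none in taproots.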

In TR-DS, 29 miRNAs were up-regulated and 29 were down-regulated, whereas in LR-DS, 24 miRNAs were up-regulated and 37 were down-regulated.

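A log2FC above 0 in both root types was found for 27 of the 75 miRNAs, and no miRNA passed an FDR of 0.05 in both. miR166a, miR166c, miR166d, miR171b, miR171d, miR160b, miR167b, miR396c, miR393a, miR398a, miR162a and miR403a had log2FC values between 0.19 and 1.59 in taproots, each with an FDR of 0.997 from edgeR's quasi-likelihood test. In lateral roots their log2FC lay between 0.050 and 4.47, and 5 of the 12 passed an FDR of 0.05: miR171d, miR393a, miR166c, miR162a and miR166a. The increase of miR171d in LR-DS was the one with the lowest FDR of all miRNAs, with a log2FC of 4.47 (standard error 0.55, FDR 7.95e-05) and a level of 6.73 ± 0.45 log2 CPM (SD, n = 3) in LR-CT against 11.13 ± 0.62 (SD, n = 3) in LR-DS. In taproots its log2FC was 1.32 (standard error 1.90), with 41, 7 and 2804 counts in TR-CT and 2115, 70 and 4435 in TR-DS, so that the groups overlapped. With the replicate block, miR171d reached an FDR of 0.00107 in taproots, where the FDR of the other alternatives went up to 1.00. miR396c, miR403a, miR171b and miR398a had log2FC values in LR-DS of 0.050, 0.13, 0.25 and 0.30, with standard errors between 0.44 and 0.56, and fell below 0 when counts were scaled by library size alone, at -1.15, -0.95, -0.88 and -0.91.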

A total of 19 miRNAs were up-regulated in both TR-DS and LR-DS, and these are associated with root development and architecture (e.g., miR166a, miR166c, miR166d, miR171b, miR171d, miR160b, miR167b, and miR396a), stress responses (e.g., miR393a, miR398a, miR162a, miR403a), hormonal regulation (e.g., miR160b, miR167b, and miR393a), gene regulation (e.g., targeting transcription factors or key regulatory genes to modulate gene expression networks in response to stress and developmental cues; qrb-miR166a, qrb-miR166c, qrb-miR166d, qrb-miR171b, qrb-miR171d, qrb-miR162a, qrb-miR403a, qrb-miR396c), and oxidative stress management (e.g., qrb-miR398a). In contrast, 25 miRNAs were down-regulated in both TR-DS and LR-DS, and these are involved in processes such as stress responses (e.g., miR166b, miR171c, miR171e, miR319a, miR164c, miR395e, miR168, miR535a), developmental regulation (e.g., miR166b, miR171c, miR171e, miR319a, miR164c, miR396b, and miR535a), hormonal regulation (e.g., miR390b and miR159a), and gene regulation (e.g., targeting transcription factors or key regulatory genes to modulate gene expression networks in response to stress and developmental cues; miR166b, miR171c, miR171e, miR319a, miR164c, miR396b, miR168a, and miR535a).

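A log2FC below 0 in both root types was found for 29 miRNAs. For miR166b, miR171c, miR171e, miR319a, miR164c, miR395e, miR168a, miR535a, miR396b, miR390b and miR159a the log2FC ranged from -2.00 to -0.076 in taproots, with an FDR of 0.997 for each, and from -2.08 to -0.18 in lateral roots, where 3 of the 11 (miR171c, miR159a and miR319a) passed an FDR of 0.05. miR159a had a log2FC of -1.71 (standard error 0.43, FDR 0.00891) in LR-DS, and every LR-DS library had a lower normalized count than every LR-CT library. In TR-DS its log2FC was -0.13 (standard error 0.63), a change smaller than the spread between the libraries, and it was 0.048 with RLE factors. miR168a and miR390b were likewise close to 0 in TR-DS, with log2FC values of -0.076 and -0.14, and above 0 with RLE factors (0.14 and 0.031). The decrease of miR164c in TR-DS, a log2FC of -1.22 (standard error 1.06), separated all 3 drought libraries from all 3 control libraries (exact permutation test, two-sided p = 0.1, the smallest the design allows). In LR-DS the log2FC of miR164c was -0.18 (standard error 0.79, FDR 0.870). With the most abundant miRNA left out of the library size, the LR-DS values of miR164c, miR390b and miR535a were above 0, at 0.49, 0.29 and 0.17.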

Novel miRNAs are likely involved in stress responses, gene regulation, and developmental processes, similar to known miRNAs, though their exact functions require further characterization. Noticeably, 9 miRNAs exhibited up-regulation in TR-DS including miRNAs that modulate root growth and stress adaptation by regulating transcription factors such as AP2-like transcription factors involved in developmental transitions and stress responses (miR172a), GRF (Growth-Regulating Factors) involved in cell proliferation and stress responses (miR396a), ARF (Auxin Response Factor) genes involved in auxin signaling and root development (qrb-miR167a), CSD (Copper/Zinc Superoxide Dismutase) genes involved in oxidative stress management (miR398b), NAC transcription factors involved in root development and stress responses (miR164d), genes involved in copper homeostasis and stress responses (miR408a), and TAS3-derived small RNAs, which target ARF genes involved in auxin signaling (miR390a). 

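By the sign of the log2FC, 12 miRNAs were higher in TR-DS and lower in LR-DS. miR172a had the lowest FDR of all miRNAs in taproots, 0.446 in edgeR's quasi-likelihood test (unadjusted p = 0.00594), with counts of 0, 1 and 0 in the TR-CT libraries and 22, 8 and 43 in the TR-DS libraries. Since all TR-CT libraries were at or below 3 counts, the increase was at least 12.2-fold. No TR-CT library reached the level of a TR-DS library (exact permutation test, two-sided p = 0.1, the smallest possible with 3 against 3), and the FDR of miR172a was 0.0276 in DESeq2's Wald test, within a range of 0.0276 to 0.788 over the alternatives. The log2FC of miR408a was 1.01 (standard error 0.79), of miR390a 0.40 (standard error 0.88), of miR167a 0.25 (standard error 0.70), of miR398b 0.080 (standard error 1.08) and of miR164d 0.075 (standard error 0.84), each with an FDR of 0.997. Of these, miR390a, miR167a, miR398b and miR164d fell below 0 with scaling by library size alone, at -0.43, -0.62, -0.12 and -0.49.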

Interestingly, we observed simultaneously down-regulation of these miRNAs in lateral roots under drought stress (Fig. 6; Supplementary Table 4).

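In LR-DS, miR390a was lower than in LR-CT, with a log2FC of -1.27 (standard error 0.43, FDR 0.0318). For the others the decrease did not pass an FDR of 0.05. The log2FC was -1.32 (standard error 1.24, FDR 0.421) for miR172a and -1.02 (standard error 0.45, FDR 0.0952) for miR167a. miR408a, miR164d and miR398b changed by less than the spread between libraries, with log2FC values of -0.48, -0.29 and -0.0048. They rose above 0, to 0.22, 0.45 and 0.68, when the most abundant miRNA was left out of the library size, and miR164d and miR398b also with RLE factors, to 0.18 and 0.33. The difference between the drought effects of the 2 root types was tested directly as an interaction over all 12 libraries. Its log2 value was -7.55 (standard error 2.25, FDR 0.167) for miR172a, which had counts of 22, 13 and 21 in LR-CT and 0, 8 and 0 in LR-DS, and -1.09 (standard error 0.93, FDR 0.824) for miR390a. The TMM factors of the 12-library fit placed the interaction of all miRNAs a median of 0.61 above the difference between the 2 separate fits. With TMM factors computed within each root type, an alternative chosen after seeing the data, the values were -7.77 and -1.67.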

**Fig. 6:**
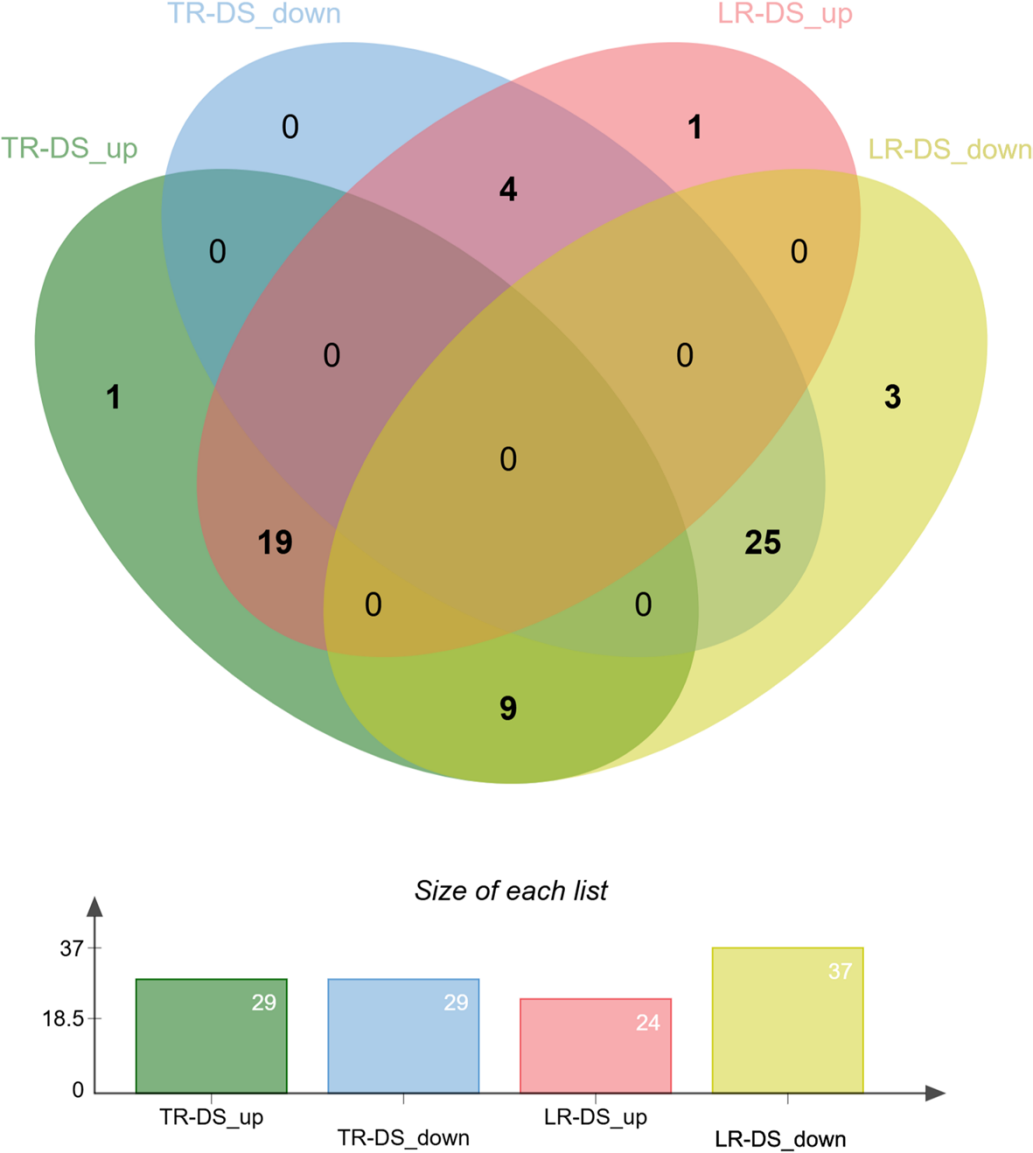
Venn diagram illustrating up- and down-regulated miRNA in taproots and lateral roots during drought stress compared to the control without drought stress. TR – taproot, LR – lateral roots, DS – drought stress, up – up-regulated genes, down – down-regulated miRNA

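A log2FC below 0 in TR-DS and above 0 in LR-DS was found for 7 of the 75 miRNAs. miR171a had a log2FC of -0.46 (standard error 0.84, FDR 0.997) in taproots and 0.82 (standard error 0.66, FDR 0.358) in lateral roots, and its interaction of root type and drought was 1.87 (standard error 1.14, FDR 0.656), or 1.29 with TMM factors computed within each root type, an alternative chosen after seeing the data. Scaled by library size alone, the log2FC of miR171a in LR-DS was -0.19.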

In LR-DS, we observed lower number of up-regulated miRNAs (4), including 2 novel miRNAs and 2 miRNAs of known function: miR171a, which regulates GRAS transcription factors involved in root development, stress responses, and hormonal signaling, and miR166e, which targets HD-ZIP III transcription factors crucial for root and shoot development and stress responses (Supplementary Table 4).

The miR166 family, in particular, exemplifies the complexity of miRNA-mediated regulation under drought. Our results showed divergent expression patterns among miR166 isoforms: while miR166a, miR166c, and miR166d were up-regulated in both TR-DS and LR-DS, miR166b was down-regulated in these treatments, and miR166e was up-regulated in LR-DS but down-regulated in TR-DS. This diversity can be differentially regulated and may target different subsets of HD-ZIP III transcription factors. 

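In LR-DS, miR166c was higher than in LR-CT with a log2FC of 2.50 (standard error 0.53, FDR 0.00397), and miR166a with 1.36 (standard error 0.39, FDR 0.0161). miR166d had a log2FC of 0.76 (standard error 0.67, FDR 0.396) and fell below 0, at -0.51, with scaling by library size alone, under which miR166a was at 0.23 (FDR 0.643, within a range of 0.00108 to 0.643 over the alternatives). The decrease of miR166b was -0.99 (standard error 0.37, FDR 0.0563) on the log2 scale, and no LR-DS library reached the level of a LR-CT library. In TR-DS the log2FC was 1.40 (standard error 0.89) for miR166a, 1.59 (standard error 1.12) for miR166d, 0.19 (standard error 1.36) for miR166c and -2.00 (standard error 0.86) for miR166b, each with an FDR of 0.997. The value of miR166c in TR-DS was -0.26 after the filterByExpr filter. The TR-DS libraries of miR166b did not overlap those of TR-CT (unadjusted p = 0.0446 in edgeR's quasi-likelihood test). The counts of all miR166 members together had a log2FC of 0.055 (standard error 0.92, FDR 0.978) in taproots and 0.40 (standard error 0.42, FDR 0.448) in lateral roots, the latter at -1.01 (FDR 0.0363) with scaling by library size alone. Family totals were fitted with TMM factors of their own, so they differ from the members in scaling as well. With RLE factors the value of the family in taproots was 0.69. The paper describes the mature sequences of miR166a and miR166d as identical, in which case the sequence of a mature read does not tell them apart. Which step divided the reads between them was not tested. miR166d took between 16.8% (95% Wilson interval 15.3% to 18.5%) and 92.0% (91.7% to 92.2%) of their joint counts in a library.

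**Figure D2:**
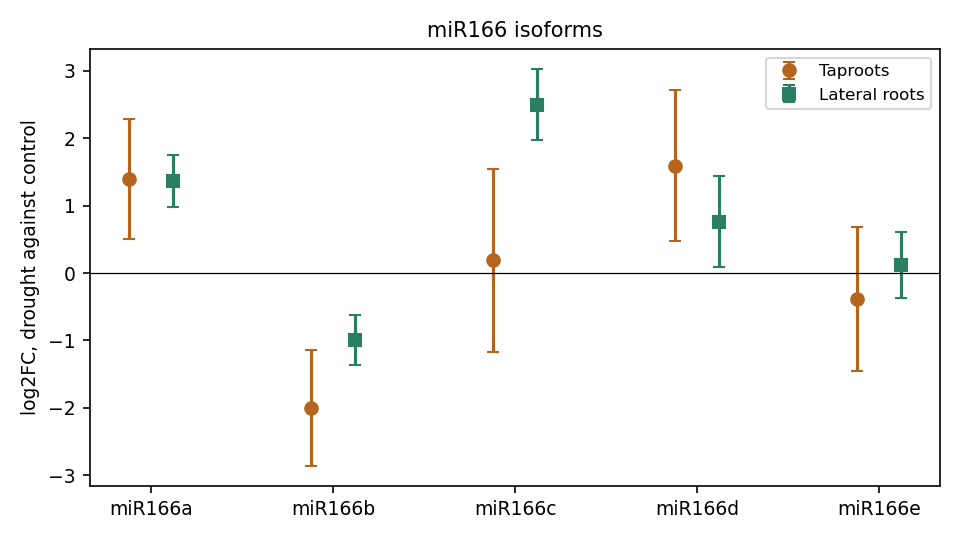
log2FC of drought stress against control (y axis) for miR166a to miR166e (x axis) in taproots (circles) and lateral roots (squares), with bars of 1 standard error from edgeR's fit of 3 libraries against 3. The bars of taproots are wider than those of lateral roots, at 1.36 against 0.53 for miR166c.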

In our study, miR166a and miR166d, which share identical mature sequences but are encoded by different loci, targeted the same HD-ZIP III genes (Revoluta and ATHB-15, confirmed by degradome analysis), suggesting coordinated regulation. In contrast, miR166b, with a distinct sequence, may be independently regulated and potentially targets different HD-ZIP III members or acts at the translational level, as it was not detected in our degradome data. 

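miR166e had a log2FC of -0.39 (standard error 1.07, FDR 0.997) in TR-DS and 0.12 (standard error 0.50, FDR 0.870) in LR-DS in edgeR's quasi-likelihood test. Both changes were smaller than their standard errors. Leaving out each library in turn moved the log2FC between -1.00 and 1.28 in taproots and between 0.0041 and 0.75 in lateral roots, where scaling by library size alone gave -1.13 and the replicate block -0.12.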

The subtle expression changes of miR166e (logFC − 0.39 in TR-DS and 0.12 in LR-DS) indicate a marginal or context-specific role.

Overall, these findings highlight the functional diversification within miRNA families, such as miR166, enabling fine-tuned and tissue-specific regulation of root development and stress adaptation in oak under drought conditions. Further studies are needed to clarify the specific roles and mechanisms of individual miRNA family members in drought response.

### Distinct miRNA–target correlation patterns highlight complex post-transcriptional regulation in drought-stressed roots

To define the biological function and impact of selected miRNAs, we identified their target genes. This method has revealed numerous known and novel miRNA targets in plants. In our study, degradome sequencing yielded at least 10,460,321 raw reads per library. After quality filtering, the reads were aligned to the reference transcriptome using CleaveLand 4 to identify sliced mRNAs. Following additional processing and filtering with a significance threshold of p < 0.05, between 33 and 45 targets per library were identified (Supplementary Table 5). A full list of degradome-identified targets is provided in Supplementary Table 6. Exemplary target plots (T-plots) showing miRNA–mRNA interactions are presented in Supplementary Fig. 1–5. The T-plots show the distribution of the degradome tags along the full length of the target gene sequence. The cleavage site of each transcript is indicated by a red dot. A comparison of the expression levels of five exemplary miRNAs and their corresponding target genes (Fig. 7) indicates that qrb-miR166a, qrb-miR166d, and their targets — Qrob_T0357230.2 (ATHB-15) and Qrob_T0602040.2 (REVOLUTA) — exhibit a classical reverse correlation between miRNA accumulation and mRNA abundance. 

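For the 2 miRNAs of this comparison, miR166a had counts of 5022, 3661 and 6096 in TR-CT, 3168, 2057 and 27691 in TR-DS, 7370, 6185 and 7100 in LR-CT and 5906, 9010 and 1739 in LR-DS. miR166d had 8298, 6932 and 33003 counts in TR-CT, 36348, 3407 and 80473 in TR-DS, 15292, 24866 and 24708 in LR-CT and 22393, 20915 and 351 in LR-DS. With each library left out in turn, the log2FC in TR-DS stayed above 0 for both, between 0.18 and 1.91 for miR166a and between 1.00 and 3.18 for miR166d. The expression of the target genes was not analysed here.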

In the case of qrb-miR396a and its targets — Qrob_T0026800.2 (GRF4) and Qrob_T0769850.2 (GRF10) — a reverse correlation was observed in the taproot (TR). 

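miR396a had 18, 19 and 9 counts in the TR-CT libraries and 0, 0 and 61 counts in the TR-DS libraries. Its log2FC in TR-DS, 0.57 (standard error 1.84, FDR 0.997), rested on TR-DS replicate 3, the only TR-DS library with counts. Without that library the log2FC was -6.58, and with the replicate block -2.17.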

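In lateral roots, miR396a had 122, 76 and 127 counts in LR-CT and 35, 18 and 1 in LR-DS, a log2FC of -1.09 (standard error 0.82, FDR 0.326). The direction was the same with each library left out in turn, with a log2FC between -1.44 and -0.65.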

In lateral roots (LR), both the miRNA and its target genes were down-regulated under drought stress (DS). 

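miR167b had a log2FC of 1.05 (standard error 1.05, FDR 0.997) in taproots and 1.18 (standard error 0.49, FDR 0.0766) in lateral roots. In lateral roots no LR-DS library was below a LR-CT library after normalization (exact permutation test, two-sided p = 0.1, the smallest possible), and the FDR of edgeR's test was 0.0270 with RLE factors but 0.995 with scaling by library size alone (range over the alternatives 0.00258 to 0.995).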

For qrb-miR167b and Qrob_T0190770.2 (ARF6), both molecules were upregulated under DS.

**Fig. 7:**
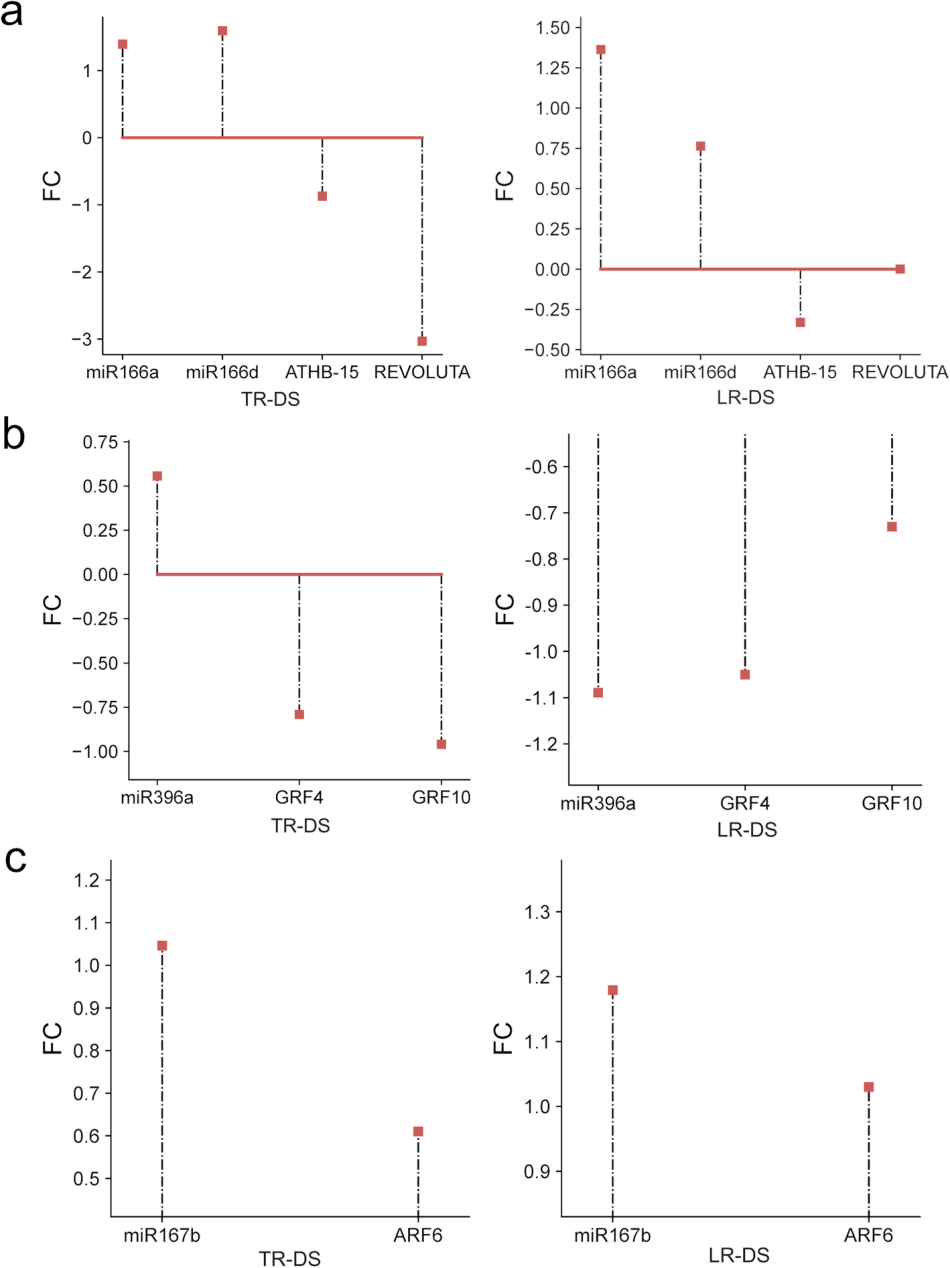
Comparison of the expression levels (FC) of miRNAs and their targets and in TR-DS and LR-DS as determined by deep sequencing (**a**) qrb-miR166a, qrb-miR166d and their targets gene Qrob_T0357230.2_ATHB-15 mRNA and Qrob_T0602040.2_ REVOLUTA mRNA, (**b**) qrb-miR396a and its target genes Qrob_T0026800.2_GRF4 mRNA and Qrob_T0769850.2_GRF10 mRNA, (**c**) qrb-miR167b and its target gene Qrob_T0190770.2_ARF6 mRNA

### RT-qPCR validation confirms reliability of RNA-seq data in oak roots

To confirm the RNA-seq results, RT-qPCR was carried out on 8 genes, randomly selected from the common genes, using the same RNA samples as in the RNA-seq analysis. A total of 4 RNA-seq samples were validated by qRT-PCR (8 representative genes in 1 biological replicate and 3 technical replicates for every different types of taproot or lateral roots (Fig. 8a). Correlation of the expression ratios from the RNA-seq and qRT-PCR data were highly correlated (R = 0.84, p < 0.001) (Fig. 8b).

**Fig. 8:**
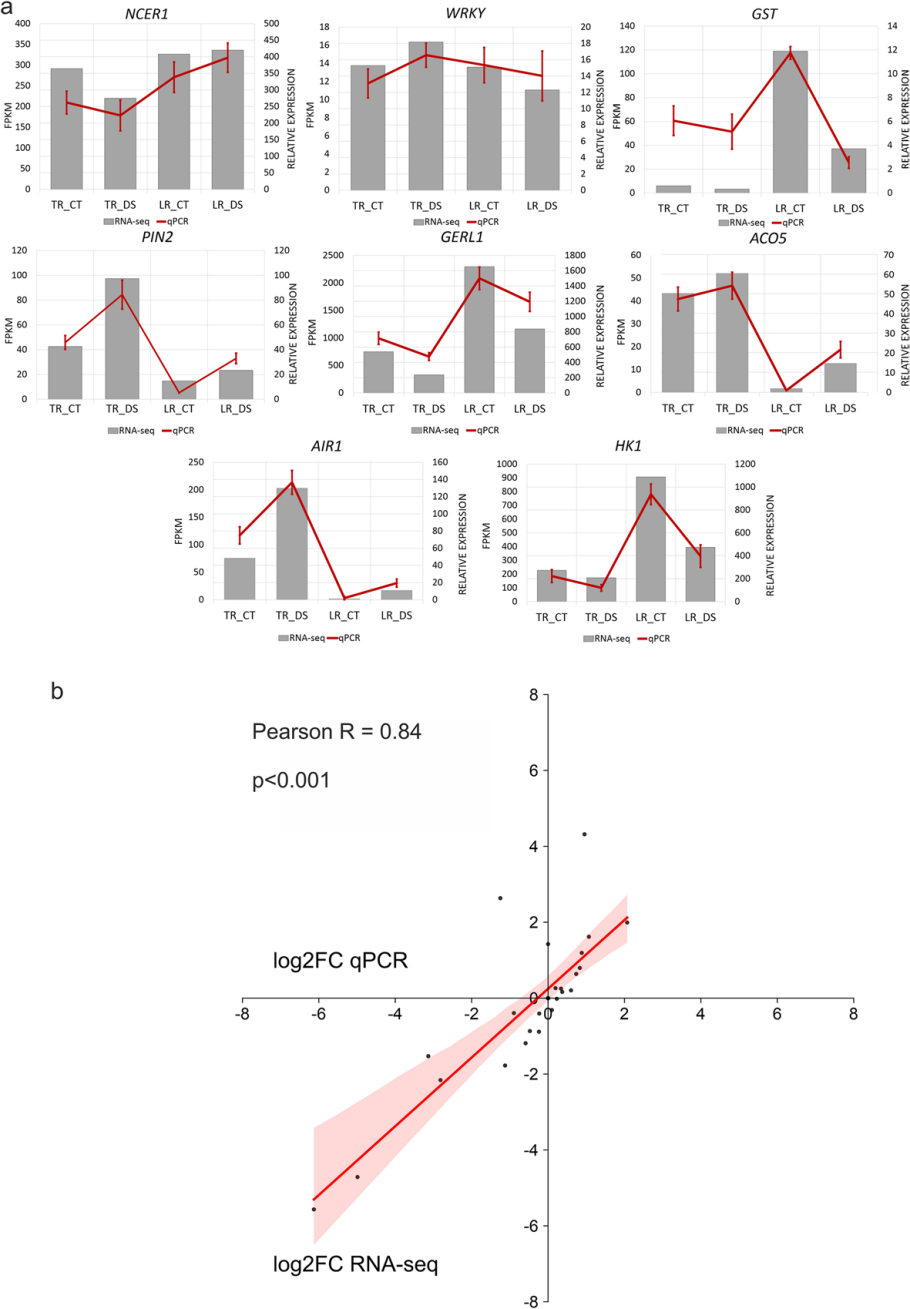
Correlation between gene expression levels obtained from RNA-seq and RT-qPCR analyses: (**a**) Graphical representation demonstrating consistent expression trends for individual genes as determined by both RNA-seq and RT-qPCR; (**b**) Pearson correlation analysis based on log2FC values, comparing gene expression levels derived from RNA-seq with those quantified by RT-qPCR. The correlation plot highlights the strong agreement between the two methodologies. *NCER1 – neutral ceramidase 1*; *WRKY* – *WRKY transcription factor; GST* – *glutathione S-transferase; PIN2* – *auxin efflux carrier component 2*; *GERL1* – *germin-like protein 1*; *ACO5* – *1-aminocyclopropane-1-carboxylate oxidase 5*; *AIR1* – *lipid-binding protein AIR1*; *HK1* – *hexokinase-1-like*; TR – taproot; LR – lateral root; CT – standard condition; DR – drought stress

### Distinct hormonal adjustments in taproots and lateral roots under drought stress

We observed that ABA levels increased by higher degree (35%) under drought stress TR-DS and by 37% in LR-DS roots. Similarly, JA, and SA levels increased under drought stress in both TR-DS by 239% and 1072% respectively and LR-DS 120% and 522% respectively. In contrast, the levels of IAA, IBA, 2iP, tZ and GA3 decreased under drought stress in both TR-DS and LR-DS, however the IBA and 2iP drop was lower in TR-DS and IAA, tZ and GA3 was lower in LR-DS. These findings highlight distinct hormonal responses to drought stress in taproots and lateral roots (Fig. 9).

**Fig. 9:**
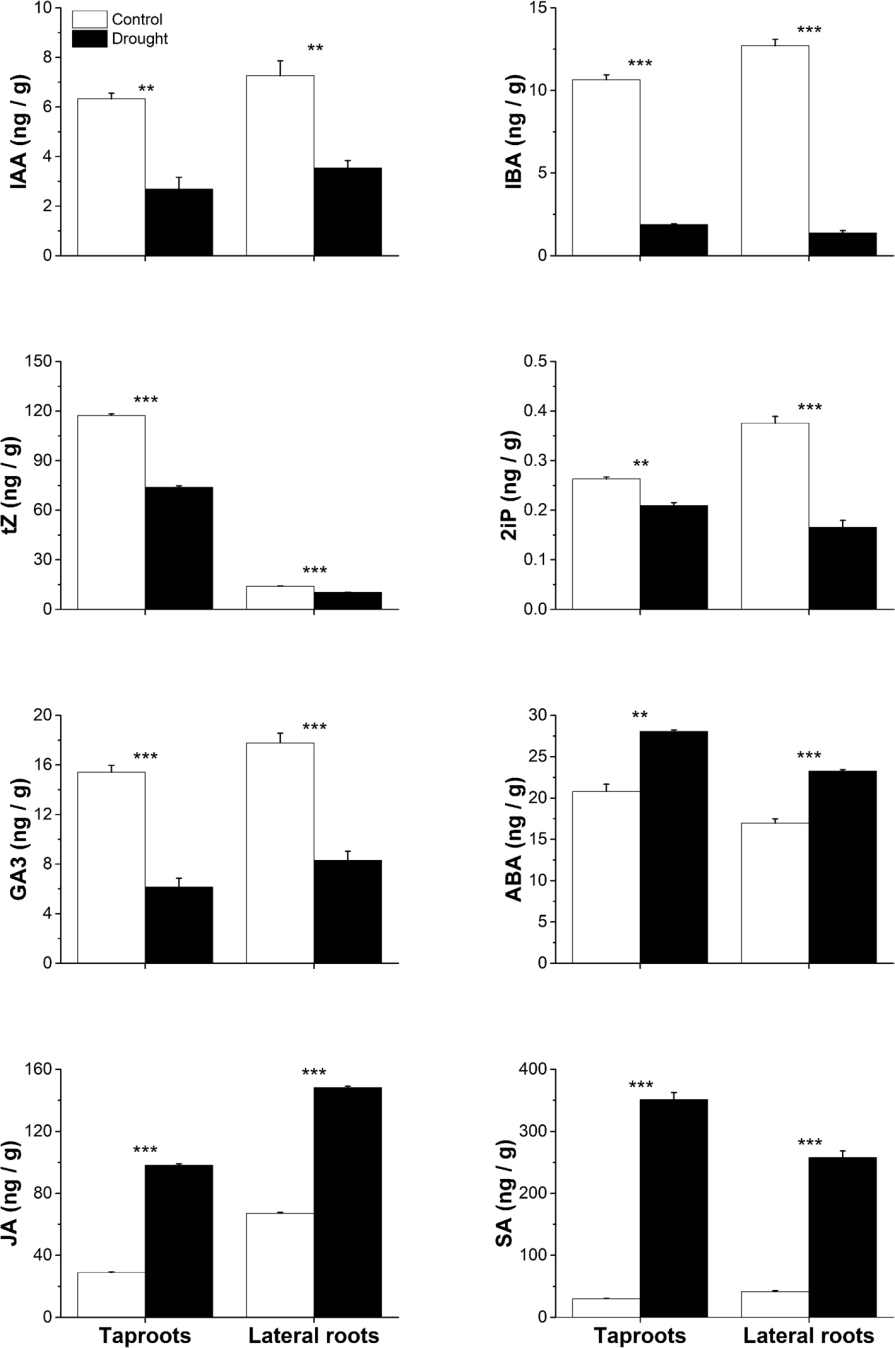
Endogenous hormone concentrations in the meristematic zone of taproots and lateral roots in pedunculate oak *(Quercus robur* L.) cuttings under well-watered conditions (white bars) and drought stress (black bars). Asterix denote statistically significant differences between treatment means within each root type as determined by Student's t-test at **P < 0.01 and ***P < 0.001. Error bars represent standard error of the mean. IAA (indole-3-acetic acid); IBA (indole-3-butyric acid); tZ (trans-zeatin); 2iP (isopentenyladenine); GA3 (gibberellin 3); ABA (abscisic acid); JA (jasmonic acid); SA (salicylic acid)

## Discussion

The expression patterns of the transcriptome and drought-mediated functional profiles of miRNA reveal distinct implications for diversity within the root system, contributing to trees' resistance to drought. Notably, seedlings initially grown in containers and later transplanted to rhizotrons before drought stress exposure exhibited some physiological and molecular differences compared to acorn-sown controls. This likely reflects their early containerized growth phase, which imposes distinct developmental constraints on root architecture. Importantly, our results demonstrate that taproots and lateral roots adopt different programs when coping with drought: taproots prioritize metabolic resilience and sustained growth, whereas lateral roots emphasize growth restriction and structural adaptation. This strategic divergence underlines the necessity to consider both root types when evaluating drought tolerance in oak seedlings.

The significance of diversification within root system has been recognized in DEG expression that may improve oaks tolerance to drought stress. DEG analysis in the taproot revealed numerous genes encompassing a wide range of functions, from direct responses to drought stress (e.g., dehydrins, LEA proteins, osmoprotectants), to the stabilization of proteins and cellular structures (e.g., heat shock proteins, ubiquitin), hormonal regulation (e.g., ABA, auxins, ethylene, cytokinins) that coordinates the stress response, detoxification of reactive oxygen species (ROS) and other harmful compounds (e.g., cytochrome P450s, peroxidases, glutathione S-transferases). Briefly increased expression of genes encoding transcription factors (e.g., transcription factor BEE 1-like, transcription factor ICE1-like) provide together with decrease in Fo/Fm, Fv/Fm, and Fv/Fo strong evidence of drought stress in the analyzed plants. Under a such conditions elevated expression of genes related to carbohydrate metabolism (e.g., beta-glucosidase 12-like, inositol oxygenase), involved in glycoside and inositol metabolism are necessary to improve an osmoprotective function. Additionally, an increased proportion of genes encoding enzymes involved in cell wall modification (e.g., xyloglucan endotransglucosylase/hydrolase protein 10, polygalacturonase) together with the modulation genes engaged in resource utilization under stress conditions [28] are attributed to enhanced cell wall flexibility during taproot elongation to rise water acquisition potential [45]. Further support for genes involvement in enhancing plant resistance against water shortage can be find in GO analysis results associated with cell wall modification and cell elongation due auxin signaling in taproots, whereas more intensive presence of genes associated with ABA and brassinosteroids in lateral roots together with presence of genes involved in detoxification of ROS should be associated with stronger experience of stress in leaves (ABA) and reducing root elongation (ethylene) in favor of increasing branching of lateral roots (brassinosteroids). These findings highlight that taproots, by maintaining metabolic activity and growth, may support deeper water acquisition, while lateral roots, through growth inhibition and increased branching, may be more adaptive to fluctuating moisture due to periodic rainfall in upper soil layers. This strategic differentiation is especially relevant for optimizing nursery practices and improving drought resilience in reforestation efforts.

Under drought stress, taproots (TR-DS) exhibit stronger metabolic adaptation (enhanced carbohydrate and glutathione metabolism) and maintain growth potential (smaller decline in IBA/2iP, activation of miR396a/miR167a), whereas lateral roots (LR-DS) prioritize survival through growth suppression (sharper decrease in IAA/GA3/tZ, dominance of growth-inhibiting miRNAs) and cytoskeletal reorganization, reflecting their distinct strategies: TR-DS – tolerance with sustained metabolic function, LR-DS – resistance via growth restriction. Indeed, KEGG pathway analysis of lateral roots also showed that the enrichment of pathways associated with motor proteins, pyruvate metabolism, and the TCA cycle indicates that lateral roots are also actively adapting to stress, albeit in a slightly different manner than taproot [46, 47]. Contrary in taproot the increased expression of genes involved in processes such as motor proteins may reflect enhanced transport of nutrients and metabolites within cells, which is crucial under stress conditions. The upregulation of pyruvate metabolism suggests increased energy production and precursors for the biosynthesis of compounds essential for stress survival, confirmed in the enrichment of pathways related to starch and sucrose metabolism, glycolysis/gluconeogenesis, glutathione metabolism, motor proteins, pyruvate metabolism, and the TCA cycle suggests increased metabolic activity and defense mechanisms against drought stress [48, 49].

The upregulation of pathways related to starch and sucrose metabolism may help maintain osmotic pressure in cells, preventing water loss [50]. The enrichment of the glycolysis/gluconeogenesis pathway suggests that the plant increases energy production and metabolic precursors to cope with stress. Similarly, the significant increase in genes associated with glutathione metabolism indicates enhanced detoxification of reactive oxygen species (ROS), protecting cells from oxidative damage [51]. Finally, the enrichment of the citrate cycle (TCA cycle) indicates heightened energy production and metabolites necessary to maintain cellular functions under stress conditions [51]. Summarizing drought stress, taproots (TR) prioritize metabolic resilience through enhanced starch/sucrose metabolism, glycolysis, and glutathione pathways, while lateral roots (LR) focus on structural survival via cytoskeletal and chromatin adjustments, reflecting a trade-off between metabolic adaptation (TR) and growth-limiting resistance (LR). Notably, seedlings initially grown in containers and later transplanted to rhizotrons before drought stress showed some miRNA-mediated responses compared to acorn-sown controls, reflecting legacy effects of their early cultivation conditions. 

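The difference between the drought effects in taproots and lateral roots was tested for each of the 75 miRNAs as an interaction over all 12 libraries. None passed an FDR of 0.05 in edgeR's quasi-likelihood test, and 5 had an unadjusted p of at most 0.05. The lowest FDR, 0.0979, belonged to miR166f, which had 0, 0 and 0 counts in TR-CT, 0, 0 and 2057 in TR-DS, 45, 79 and 80 in LR-CT and 3, 2 and 0 in LR-DS. edgeR's likelihood ratio test gave 3 miRNAs at an FDR of 0.05, and the fit with the replicate number as a block gave 0. TMM factors computed within each root type, an alternative chosen after seeing the data, moved the values by a median of -0.60 and gave 0 miRNAs, with 6 at an unadjusted p of at most 0.05. Between TR-CT and LR-CT the deviations of same-numbered libraries correlated with an r of -0.134, and between TR-DS and LR-DS with -0.125.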

Similar to DEG and KEGG, miRNA also exhibited differential responses in taproot and lateral roots under drought stress. The up-regulation of miRNAs such as miR172, miR164, miR166, and miR393 in taproots of containerized seedlings suggests the activation of pathways related to auxin mediated root system growth and development, optimization of water management, and protection against senescence [52]. The observed downregulation of growth-promoting miRNAs (e.g., miR166b, miR171e) in these plants indicates containerization may impose constraints on meristem reactivation post-drought. Simultaneously, the down-regulation of miRNAs in taproots, including miR166b, miR171e, and miR319a, may influence root architecture modulation to inhibit new lateral root emergence and the inhibition of aboveground growth, promoting water conservation [53, 54]. 

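miR171e had counts of 65, 35 and 0 in TR-CT and 0, 10 and 0 in TR-DS, a log2FC of -1.89 (standard error 2.14, FDR 0.997). The decrease kept its direction with each taproot library left out in turn, with a log2FC between -7.63 and -1.27 for miR171e, between -2.97 and -1.41 for miR166b and between -1.62 and -0.72 for miR319a. The FDR from edgeR's quasi-likelihood test stayed above 0.05 in each of these fits, with a lowest value of 0.551 for miR166b.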

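In lateral roots, the summed counts of the miR393 members had a log2FC of 3.68 (standard error 0.68, FDR 0.000462), those of the miR171 members 1.07 (standard error 0.41, FDR 0.0422) and those of miR162, with 1 member in the table, 1.93 (standard error 0.46, FDR 0.00213). The summed counts of the miR166 members did not pass, with a log2FC of 0.40 (standard error 0.42, FDR 0.448). Scaled by library size alone, the log2FC was 2.27 (FDR 0.00799) for miR393, -0.24 (FDR 0.670) for miR171 and 0.52 (FDR 0.351) for miR162. For miR166 it was -1.01 (FDR 0.0363). As a single miRNA, miR162a had counts of 1806, 2968 and 3243 in LR-CT and 4361, 4972 and 355 in LR-DS, and a log2FC of 1.73 (standard error 0.48, FDR 0.0161) in edgeR's quasi-likelihood test.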

In lateral roots, up-regulation of miRNAs such as miR171, miR393, miR166, and miR162 suggests the activation of pathways associated with e.g. lateral roots growth due to their branching as drought response [52]. Conversely, the down-regulation of miRNAs, including miR156a, miR166f, and miR171c, may lead to decreased osmoprotection but also structural and physiological changes that enhance tolerance to water shortage [55]. 

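miR156a had counts of 36, 211 and 68 in LR-CT and 0, 0 and 0 in LR-DS. Since no LR-DS library had a count, its decrease was at least 6.82-fold (FDR 0.00399 in edgeR's quasi-likelihood test). The counts of miR166f, at the floor in LR-DS, were at least 4.36-fold lower than in LR-CT (FDR 0.0161), and its FDR reached 0.0924 when 1 of the libraries was left out. The log2FC of miR171c was -2.08 (standard error 0.53, FDR 0.00891). Its counts were 762, 2132 and 1892 in LR-CT and 187, 154 and 25 in LR-DS. All LR-DS libraries of these miRNAs lay below all LR-CT libraries.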

Their differential expression suggests a specialized role in taproots for stress adaptation and growth regulation, as up-regulation of these miRNAs in lateral roots likely supports their role in modulating root architecture and stress responses in this tissue. The novel miRNAs, while not yet fully characterized, are likely to contribute to similar pathways based on their co-expression with known stress-responsive miRNAs. Moreover, the expression levels of five exemplary miRNAs and their corresponding target genes – including key regulatory interactions for root development (miR166-ATHB15/REV controlling xylem differentiation), growth regulation (miR396-GRF4/10 modulating meristem activity), and auxin response (miR167b-ARF6 influencing lateral root formation) under drought stress – highlight the complex nature of miRNA–target gene regulation. These interactions demonstrate how tissue-specific expression patterns and additional regulatory mechanisms likely influence drought responses. Notably, target gene expression may not be controlled solely by miRNAs, as evidenced by the varied correlation patterns observed between these miRNA-target pairs. Other factors, such as miRNA sponges or alternative regulatory pathways, could also play important roles in modulating these relationships during drought stress.

We observed a close relationship between miRNAs and the concentration of several hormones. An enhanced concentration of ABA co-occurred with miR319 downregulation in both taproots and lateral roots, suggesting that these tissues not only regulate stomatal closure during drought stress, but also contribute to growth suppression. The stronger decrease in miR319 expression in lateral roots (− 1.73) compared to taproots (− 0.96) indicates that lateral roots experienced a more severe stress response. Moreover, the inverse relationship between ABA accumulation and miR164 downregulation observed in both root types likely represents a conserved drought adaptation strategy, as evidenced by similar patterns reported in wheat seedlings. 

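miR319a was lower in LR-DS with a log2FC of -1.74 (standard error 0.55, FDR 0.0292), and in TR-DS with a log2FC of -0.96 (standard error 0.98, FDR 0.997). Its normalized level in lateral roots was 9.06 ± 0.30 log2 CPM (SD, n = 3) in LR-CT and 7.23 ± 0.66 (SD, n = 3) in LR-DS, and in taproots 7.68 ± 1.12 (SD, n = 3) in TR-CT and 6.88 ± 0.83 (SD, n = 3) in TR-DS. The difference between the drought effects of the root types, tested as an interaction over all 12 libraries, was -0.063 on the log2 scale (standard error 1.10, FDR 0.993). This fit has TMM factors of its own, and with factors computed within each root type, an alternative chosen after seeing the data, the value was -0.79 (standard error 1.10, FDR 0.966, within a range of 0.821 to 0.996 over the alternatives). Both values were smaller than their standard errors. In lateral roots the FDR of edgeR's quasi-likelihood test ranged from 0.0239 to 0.199 with each library left out in turn and from 0.00146 to 0.139 over the other alternatives, and it exceeded 0.05 in 9 of these 12 fits. From the 2 log2FC values, the paper reasons that lateral roots experienced the more severe stress.

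**Figure D3:**
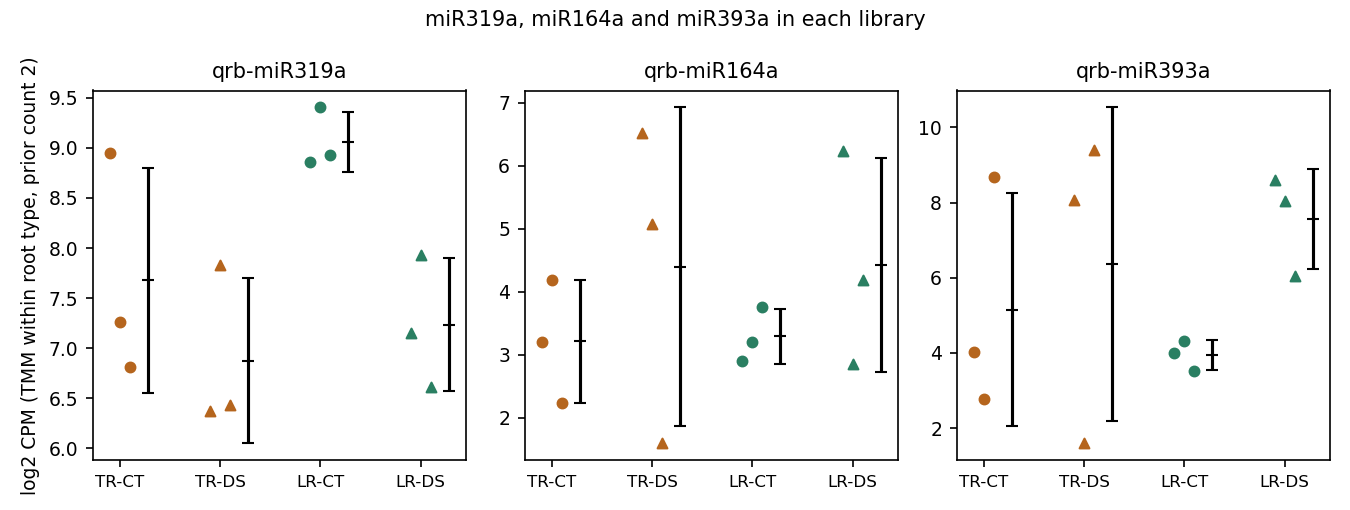
Level of miR319a, miR164a and miR393a (y axis, log2 CPM after TMM scaling within the root type, with a prior count of 2) in the libraries of each group (x axis). Points are single libraries, 3 per group, and the bars beside them give the mean and 1 SD, which for miR319a was 1.12 in TR-CT and 0.30 in LR-CT. The vertical axes do not start at 0.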

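Of the 5 members of miR164 in the table, 4 had a log2FC above 0 and 1 below 0 in TR-DS, and 3 above 0 and 2 below 0 in LR-DS. miR164a had a log2FC of 2.32 (standard error 1.82, FDR 0.997) in TR-DS and 2.03 (standard error 1.08, FDR 0.165) in LR-DS, miR164b of 1.88 (standard error 1.69) and 2.59 (standard error 1.07, FDR 0.0766), and miR164e of 2.53 (standard error 1.78) and 1.56 (standard error 1.16, FDR 0.322). These 3 members had at most 36 counts in a library. In LR-DS, the log2FC of miR164e was -0.52 without 1 of the libraries, and miR164c and miR164d rose above 0, to 0.49 and 0.45, when the most abundant miRNA was left out of the library size. The summed counts of the family had a log2FC of -0.14 (standard error 0.72, FDR 0.978) in taproots, where it was 0.38 with RLE factors, and of 0.27 (standard error 0.53, FDR 0.657) in lateral roots, where it was -1.11 (FDR 0.0994) with scaling by library size alone. These totals were fitted with TMM factors of their own and are not directly comparable with the values of the members.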

[56–59]. Notably, the JA/SA–miR393 regulatory module forms a positive feedback loop: while JA induces defense gene expression, it also promotes the accumulation of miR393, which was over three times higher in lateral roots compared to taproots (4.13 vs. 1.16, respectively). miR393 attenuates auxin signaling, thereby suppressing lateral root growth and reinforcing a drought-adaptive phenotypic shift [60, 61]. 

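miR393a had counts of 16, 23 and 14 in LR-CT and 189, 157 and 8 in LR-DS, a log2FC of 4.12 (standard error 0.83, FDR 0.00331) in edgeR's quasi-likelihood test. With each library left out in turn, the log2FC in lateral roots stayed between 3.90 and 4.77 with an FDR of at most 0.0239. In taproots, the counts were 15, 3 and 236 in TR-CT and 94, 0 and 508 in TR-DS, a log2FC of 1.16 (standard error 1.95, FDR 0.997) that moved between -0.065 and 5.15 with each library left out. The second member in the table, miR393b, had a log2FC in TR-DS of 0.013 (standard error 3.62) with at most 4 counts in a library, and -0.49 with scaling by library size alone. The summed counts of the 2 members had a log2FC of 0.48 (standard error 1.49, FDR 0.978) in TR-DS. The fit of families has TMM factors of its own, so the lower value than that of miR393a also reflects scaling. For miR162a, the only member of its family, the log2FC in TR-DS was 0.21 in the fit of families against 0.82 as a single miRNA. The interaction of root type and drought for miR393a was 3.74 on the log2 scale (standard error 2.31, FDR 0.656), or 2.95 with TMM factors computed within each root type (chosen after seeing the data), and a different drought effect in the 2 root types was not shown by this test.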

On the other hand, growth-related hormones, such as IAA, GA3, IBA, 2iP, and tZ, show a stronger decrease in lateral roots, indicating the plant's prioritization of survival over growth. The reduction in auxins (e.g., IAA, IBA), gibberellins (e.g., GA3) and cytokinins (e.g., 2iP, tZ) suggests suppression of growth-related processes, redirecting energy toward stress adaptation and survival mechanisms [13, 57, 62, 63].

These hormonal-miRNAs adjustments enable the plant to optimize its physiological responses to drought stress, balancing growth inhibition with the stimulation of specific root types, while activating stress defense and resource conservation strategies. The interplay between ABA, JA, SA, ethylene, and the downregulation of growth-promoting hormones like auxins, gibberellins, and cytokinins highlights the complexity of the plant's hormonal network in adapting to adverse environmental conditions.

## Conclusion

This study elucidates the multifaceted mechanisms by which taproots and lateral roots coordinate drought responses in containerized oak seedlings that differ from acorn-sown cultivation techniques. Containerized plants exhibited trade-offs between metabolic adaptation (taproots) and growth arrest (lateral roots), with miRNA-mediated hormonal shifts (e.g., miR393-auxin suppression) likely affecting root regrowth potential post-stress. The degradome analysis revealed tissue-specific miRNA targeting patterns. It confirmed classical inverse correlations, such as miR166 targeting ATHB15, but also identified unexpected co-upregulation cases, like miR167b targeting ARF6. On the other hand considering stronger metabolic adaptation (enhanced carbohydrate and glutathione metabolism) and maintained growth potential (smaller decline in IBA/2iP, activation of miR396a/miR167a), along with an increased proportion of genes encoding enzymes involved in cell wall modification (e.g., xyloglucan endotransglucosylase/hydrolase protein 10, polygalacturonase) and the modulation of genes engaged in resource utilization under stress conditions, taproots of containerized seedlings are attributed to enhanced cell wall flexibility during elongation, increasing water acquisition potential. This suggests that containerized seedlings may be some alternative for acorn-sown cultivation techniques. The enrichment of stress-related pathways (e.g., glutathione metabolism) and repression of growth hormones (e.g., IAA, GA3) highlight how cultivation techniques in nursery practices (e.g., containerization) may amplify drought-induced physiological trade-offs, potentially affecting field performance after outplanting. In summary, our findings clearly differentiate the strategic roles of taproots and lateral roots under drought: taproots act as a metabolic backbone supporting water uptake and growth, while lateral roots provide adaptive plasticity through structural changes and stress signaling. This knowledge can enhance forest management practices, particularly the optimization of container seedling production to enhance drought resilience and post-planting survival in changing climate scenarios. This is important because the oak root system—comprising a taproot and lateral roots—should function as a system of communicating vessels. Consequently, the intended goal of nursery practices, which is to promote lateral root proliferation in container cassettes, not always results in enhanced resistance to drought. This is particularly evident when the taproot of containerized oaks fails to regenerate after planting, or develops more weakly than in acorn-sown oaks. Despite this research provides a foundation for developing science-based strategies to improve oak resilience to climate change, offering critical insights into the molecular regulation of drought adaptation in forest trees, similar research should be extended to trees growing in the field.

### Practical implications

Our findings provide actionable insights for forest management and nursery practices. The clear differentiation between taproot and lateral root drought strategies suggests that optimizing container seedling production should focus not only on profound growth of lateral root absorbing water from shallow soil layers but also on promoting post-planting taproot re-establishment in field-grown seedlings that will enable enhanced water uptake and metabolic resilience. These results indicate that containerized seedlings with well-developed taproots may exhibit improved drought tolerance and post-planting survival, especially under projected climate change scenarios when desiccation of surface soil horizons hinders water availability to plants. Engagement molecular and physiological screening for root system traits into nursery protocols could enhance the selection and production of oak seedlings better adapted to future environmental stresses. Ultimately, this research supports the development of science-based guidelines for reforestation and afforestation programs, contributing to the long-term sustainability and resilience of forest ecosystems.

## Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

Supplementary Material 3.

Supplementary Material 4.

Supplementary Material 5.

Supplementary Material 6.

Supplementary Material 7.

Supplementary Material 8.

Supplementary Material 9.

Supplementary Material 10.

## Data Availability

The transcriptome, miRNA, and degradome sequencing data generated and analyzed in this study are available in the NCBI GEO database under the following accession numbers: GSE295319 for the transcriptome, GSE295320 for the miRNA dataset, and GSE295322 for the degradome.

## Abbreviations

TR: Taproots
LR: Lateral roots
TR-CT: Meristematic zone of taproots under control conditions
LR-CT: Lateral roots under control conditions
TR-DS: Meristematic zone of taproots under drought stress
LR-DS: Lateral roots under drought stress

How the deposited data were processed for this re-analysis (not part of the article)

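The data were small RNA sequencing counts of 12 libraries, 3 each from the meristematic zone of taproots (TR) and lateral roots (LR) of pedunculate oak under control conditions (CT) and drought stress (DS). The values are counts: per the methods text, the authors trimmed the reads with Cutadapt, kept reads of at least 15 nt after a size selection of 18 to 30 nt, and mapped and quantified them with ShortStack against miRBase sequences, and the table was deposited as whole read counts per mature miRNA without normalization. It holds 75 miRNAs, of which 51 known miRNAs belong to 23 families and 24 are named by their sequence. Conditions and replicate numbers were taken from the titles and library names of the samples. Whether a library came from a containerized or an acorn-sown seedling is not given per sample, so cultivation was not used here. The paper states that acorn-sown oaks were the reference in its comparisons. The labels therefore cannot exclude that cultivation differed between control and drought libraries and contributed to the differences given as drought effects.

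The total counts per library lay between 160039 and 1267473, with medians of 660151 in TR-CT, 409456 in TR-DS, 845480 in LR-CT and 864103 in LR-DS. Shares of counts are given with 95% Wilson intervals where they belong to a single library, and 3 counts were taken as the smallest amount a library can show. Such intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

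The counts were analysed in R 4.3.3 with edgeR 4.0.16. Within each root type, miRNAs with at least 1 count in the 6 libraries were kept, TMM factors (between 0.547 and 2.54) were computed, and drought was compared with control by the quasi-likelihood F test (glmQLFit and glmQLFTest, 1 mean per group), with Benjamini-Hochberg adjustment and a threshold of 0.05. The difference between the drought effects of the root types was tested as an interaction over all 12 libraries with 1 mean per group. LR-CT was compared with TR-CT, and LR-DS with TR-DS, in the same way. The standard error of a log2FC was taken as its absolute value divided by the square root of F. log2 CPM values used a prior count of 2. Groups were called non-overlapping when every library of one lay above every library of the other in log2 CPM, and the exact permutation test compared the group means of log2 CPM over the 20 arrangements of 3 against 3. Where all libraries of a group had at most 3 counts, the other group's mean CPM was divided by the mean floor of 3 counts. The result is given as a lower bound, which holds for the group means and not for each library. Family totals are sums of the counts of all members before normalization. Their fits have TMM factors of their own, so values of families and of members differ in scaling as well.

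The miRNAs named were those that the paper names, and in each root type the 3 with the largest change among those that passed the threshold without overlap between the groups. These rules and the alternatives were set before the data were examined. The alternatives were scaling by library size alone, RLE factors, a library size without the most abundant miRNA, DESeq2 1.42.0 (Wald test without independent filtering), edgeR's likelihood ratio test, edgeR's exact test, the filterByExpr filter, at least 10 counts in every library, a threshold of 0.1, the replicate number as a block, 1 fit of all 12 libraries, counts summed by family and leaving out each library in turn. After the data were examined, TMM factors computed within each root type (for the interaction) and a count of signs over the miRNAs that the paper lists were added. Tables and plots were made with Python 3.11.15.

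The test was checked on simulated data: in 20 simulated tables of 75 miRNAs per setting, 15 miRNAs were changed in either direction, with the means and dispersions of the real libraries. The means were taken over both groups of a root type. Changed miRNAs were drawn from those above a minimum summed count and never included the most abundant sequence. The simulation therefore does not cover miRNAs at low counts or a change in the share of that sequence. At a log2 change of 2, 42.0% of the changed miRNAs were found in lateral roots and 3% in taproots. At a log2 change of 4, 95.7% and 34.7% were found. Of all calls, 4.55% and 4.33% were false in lateral roots and 10% (of 10 calls) and 6.31% in taproots. Gene expression, degradome, hormone and RT-qPCR data were not analysed here.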

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

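The tests of depth for miR2111a and the test of reads shared between family members for miR395b were chosen only after the results were seen. Both results below are changes in miRNAs that the paper neither lists nor discusses, and miR395b, which lies outside the rule for naming miRNAs, was chosen after its values were seen.

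miR2111a had counts of 11, 45 and 33 in the LR-CT libraries and 0, 0 and 0 in the LR-DS libraries (FDR 0.0184 in edgeR's quasi-likelihood test). The decrease was at least 1.89-fold for the group means, a bound that does not hold for each library. With every library drawn down to 160039 counts, the LR-CT libraries had 2, 10 and 6 counts against 0, 0 and 0 in LR-DS, with 2 of the 3 control libraries above the floor of 3 counts, so the totals of the libraries alone did not account for the decrease. The most abundant sequence, however, left between 26087 and 124387 counts for the other miRNAs in LR-DS, against 300906 to 557180 in LR-CT. With that sequence taken out and the 5 libraries other than LR-DS replicate 3 drawn down to 120543 counts, the LR-CT libraries had 5, 6 and 4 counts against 0 and 0 in LR-DS replicates 1 and 2, and 3 of the 3 control libraries were above the floor, so depth did not account for the absence in these 2 libraries. At the 26087 counts of LR-DS replicate 3, between 0.95 and 2.11 counts would be left in a control library and 0 of the 3 were above the floor, so in that library an absence cannot be told apart from a limit of depth. Without it, the FDR was 0.0230. Scaling did not account for it: the FDR was 0.00370 with library size alone, 0.0287 with RLE factors and 0.0369 with the library size without the most abundant miRNA. It depended on single libraries, since 2 of the 6 fits without 1 library gave an FDR above 0.05 (0.0223 to 0.0729). Over all alternatives other than leaving out a library the FDR was between 0.00370 and 0.147, the latter with the replicate block. In taproots the counts were 10, 9 and 0 in TR-CT and 0, 6 and 0 in TR-DS, and the difference between the root types had an FDR of 0.656. A decrease of miR2111a under drought in lateral roots may be biological, but the weight of single libraries, and depth in LR-DS replicate 3, remain as explanations.

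miR395b had counts of 2, 1 and 0 in LR-CT and 7, 19 and 0 in LR-DS, at least 6.61-fold higher under drought (FDR 0.0294), with 1 of the 3 LR-DS libraries at 0. The summed counts of the miR395 members had an FDR of 0.650, so a different division of reads between the members could account for the increase. Scaled by library size alone, the FDR was 0.0732, with RLE factors 0.0314 and with the library size without the most abundant miRNA 0.0276. Leaving out 1 of the 3 LR-DS libraries (replicate 2) took the FDR above 0.05, within a range of 0.0192 to 0.0979 over the fits without 1 LR-DS library. The difference between the root types had an FDR of 0.656. The increase cannot be told apart from shared reads, scaling or a single library.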

How the results depend on the processing

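The TMM factors computed within each root type and the count over the miRNAs that the paper lists were chosen only after the results were seen, and the cause of a change was not tested in any case.

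The absence of miRNAs past an FDR of 0.05 in taproots held with RLE factors, the library size without the most abundant miRNA, filterByExpr, at least 10 counts in every library, a threshold of 0.1, the fit of all 12 libraries, the exact test and each of the 6 fits without 1 library (0 miRNAs, with 3 at an unadjusted p of at most 0.05 with the settings used at the claims). Scaling by library size alone and DESeq2's Wald test gave 1 each, and the likelihood ratio test and the replicate block 2 each. In lateral roots, 24 miRNAs passed. The fit of all 12 libraries gave 0, with 16 at an unadjusted p of at most 0.05. The other settings gave 35 (library size alone), 23 (RLE), 23 (library size without the most abundant miRNA), 31 (DESeq2), 30 (likelihood ratio), 28 (exact test), 25 (filterByExpr), 17 (10 counts), 33 (threshold of 0.1) and 17 (block), and from 14 to 32 across the fits that each left out 1 library. Of the 24, 11 passed in all 6 of those fits, and 3 (miR171c, miR171d and novel_miRNA_UUAGAUUCACGCACAAACUCU, chosen after its values were seen) in all 9 of the scaling, test, filter and block settings. These 9 include the exact test and leave out the 12-library fit and the threshold of 0.1. The direction of the calls moved with the scaling: 2 higher and 33 lower with library size alone, against 14 and 9 without the most abundant miRNA in the library size.

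The interaction gave 0 miRNAs (5 at an unadjusted p of at most 0.05), 1 with library size alone, 1 with DESeq2, 3 with the likelihood ratio test, 1 at a threshold of 0.1, 0 with TMM factors computed within each root type (6 at an unadjusted p of at most 0.05) and from 0 to 1 across the 12 fits without 1 library. LR-CT against TR-CT gave 0 (5 at an unadjusted p of at most 0.05), 1 with library size alone, 1 with DESeq2, 2 with the likelihood ratio test, 1 with filterByExpr, 1 at a threshold of 0.1 and from 0 to 2 without 1 library. LR-DS against TR-DS gave 0 (4 at an unadjusted p of at most 0.05), 1 with the likelihood ratio test and from 0 to 2 without 1 library. Settings not named for these 3 comparisons gave 0. Of the families, 0 changed in taproots and 18 of 47 features in lateral roots, against 1 and 31 with library size alone. No miRNA passed in both root types, against 1 with library size alone (miR166f, higher in TR-DS and lower in LR-DS) and 1 with the replicate block (miR171d, higher in both). The likelihood ratio test also gave miR166f in both root types, in the same directions as with library size alone.

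Counts by the sign of the log2FC depended on scaling and filters. In taproots 39 miRNAs were above 0, against 25 after filterByExpr and 22 with at least 10 counts in every library, filters that also removed miRNAs, and from 20 to 38 across the fits without 1 library. In lateral roots 34 were above 0, against 17 with library size alone. Higher in both root types were 27, against 13 with library size alone, 17 after filterByExpr, 15 with 10 counts and from 14 to 28 without 1 library. Lower in both were 29, against 9 with 10 counts. Higher in TR-DS and lower in LR-DS were 12, against 6 with the library size without the most abundant miRNA, 6 after filterByExpr, 6 with 10 counts and from 6 to 16 without 1 library. Lower in TR-DS and higher in LR-DS were 7, against 4 with library size alone, 15 with the library size without the most abundant miRNA, 4 over the miRNAs that the paper lists for both root types and from 5 to 20 without 1 library. Detection in TR-DS was 74 miRNAs, against 46 when 3 counts were required in every library, and in LR-DS 71 against 48. Drawn down to the smallest library total, 73 and 69 were left. Across miRNAs, which are not independent replicates, the correlation with the paper's listed log2FC was 0.9886 with library size alone and 0.9994 with RLE factors in taproots, and 0.9986 and 0.9985 in lateral roots, against 0.99999 and 0.99996 with TMM factors.

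The 42 named miRNAs were refitted with library size alone, RLE factors, the library size without the most abundant miRNA, DESeq2's Wald test, filterByExpr, the replicate block and each library left out in turn, and their interaction with library size alone, RLE factors, the replicate block and TMM factors computed within each root type. Of these single values, 20 in taproots, 22 in lateral roots and 31 of the interaction changed direction under an alternative other than leaving out a library. Scaled by library size alone, the log2FC in taproots fell below 0, to -0.49 for miR164d, -0.62 for miR167a, -0.43 for miR390a, -0.49 for miR393b and -0.12 for miR398b. The log2FC in lateral roots fell below 0, to -0.59 for miR156b, -0.51 for miR166d, -1.13 for miR166e, -0.19 for miR171a, -0.88 for miR171b, -1.15 for miR396c, -0.91 for miR398a and -0.95 for miR403a. The value of the interaction fell below 0, to -0.90 for miR156b, -0.57 for miR160b, -0.19 for miR162a, -0.19 for miR164b, -0.98 for miR164d, -0.71 for miR166a, -0.51 for miR166e, -0.70 for miR167b, -0.99 for miR171b, -0.0074 for miR171e, -0.80 for miR390b, -1.34 for miR396c, -1.24 for miR398a, -1.10 for miR398b and -0.55 for miR535a. With RLE factors, the log2FC in taproots rose above 0, to 0.048 for miR159a, 0.14 for miR168a, 0.031 for miR390b and 0.043 for novel_miRNA_ACUAUUGUGGAGCACCUGCUC. The log2FC in lateral roots rose above 0, to 0.18 for miR164d and 0.33 for miR398b. The value of the interaction fell below 0, to -0.29 for miR164d, -0.14 for miR166a, -0.015 for miR171b, -0.12 for miR390b, -0.50 for miR396c, -0.32 for miR398a and -0.076 for miR398b. With a library size that leaves out the most abundant miRNA, the log2FC in taproots fell below 0, to -0.30 for miR164d, -0.0037 for miR167a and -0.057 for miR393b. The log2FC in lateral roots rose above 0, to 0.49 for miR164c, 0.45 for miR164d, 0.29 for miR390b, 0.68 for miR398b, 0.22 for miR408a and 0.17 for miR535a. In DESeq2's Wald test, the log2FC in taproots rose above 0, to 0.048 for miR159a, 0.14 for miR168a, 0.031 for miR390b and 0.043 for novel_miRNA_ACUAUUGUGGAGCACCUGCUC. The log2FC in lateral roots rose above 0, to 0.18 for miR164d and 0.34 for miR398b. After the filterByExpr filter, the log2FC in taproots fell below 0, to -0.26 for miR166c. The log2FC in lateral roots rose above 0, to 0.12 for miR398b. With the replicate number as a block, the log2FC in taproots fell below 0, to -0.075 for miR164d, -0.95 for miR393b and -2.17 for miR396a. The log2FC in lateral roots fell below 0, to -0.12 for miR166e, -0.011 for miR396c and -0.0061 for miR403a. The value of the interaction fell below 0, to -0.071 for miR171b and -0.85 for miR171e. With TMM factors computed within each root type, the value of the interaction fell below 0, to -0.38 for miR164d, -0.032 for miR166a, -0.0083 for miR171b, -0.23 for miR390b, -0.56 for miR396c, -0.37 for miR398a and -0.091 for miR398b.

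With each library left out in turn, more changed direction. In taproots, the log2FC that changed direction in at least 1 of these fits ranged from -4.64 to 7.90 for miR156a, from -0.73 to 1.32 for miR156b, from -0.54 to 2.22 for miR160b, from -0.48 to 0.37 for miR164d, from -1.36 to 3.33 for miR166c, from -1.00 to 1.28 for miR166e, from -0.066 to 0.40 for miR167a, from -0.71 to 0.20 for miR168a, from -0.39 to 2.45 for miR171b, from -0.19 to 0.65 for miR390a, from -0.90 to 0.14 for miR390b, from -0.065 to 5.15 for miR393a, from -4.40 to 0.66 for miR393b, from -6.58 to 1.34 for miR396a, from -0.70 to 1.87 for miR398b, from -5.35 to 0.29 for miR2111a and from -1.87 to 0.23 for novel_miRNA_ACUAUUGUGGAGCACCUGCUC. In lateral roots, the log2FC that changed direction in at least 1 of these fits ranged from -0.76 to 0.40 for miR164c, from -0.88 to 0.50 for miR164d, from -0.52 to 2.19 for miR164e, from -0.50 to 1.43 for miR171a, from -0.54 to 0.035 for miR390b, from -0.14 to 0.63 for miR396c, from -0.023 to 0.91 for miR398a, from -0.26 to 0.50 for miR398b, from -0.23 to 0.62 for miR403a, from -0.77 to 0.16 for miR408a and from -0.50 to 0.096 for miR535a. Counted over the alternatives named for single miRNAs (4 of them for the interaction), 4 values in taproots passed the threshold that did not pass it at the claims and 0 no longer passed, 34 values in lateral roots newly passed and 32 no longer passed, and 1 value of the interaction newly passed. Apart from these and the 54, 41 and 31 values that changed direction, the values in those fits kept their direction and their side of the threshold.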

Differences from the paper's values

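No test was run in this part. The paper states 29 up-regulated and 29 down-regulated miRNAs in TR-DS. At an FDR of 0.05, 0 were higher and 0 lower here, with 3 miRNAs at an unadjusted p of at most 0.05. The 18 alternatives set before the data were examined gave between 0 and 2 higher and 0 lower, and none closed the gap. For LR-DS the paper states 24 up-regulated and 37 down-regulated miRNAs, against 7 and 17 here. None of the alternatives closed the gap in up-regulated miRNAs (between 0 and 14). The number of down-regulated miRNAs fell within the paper's only when counts were scaled by library size alone, at 33. Counted by the sign of the log2FC without a test, 39 miRNAs were higher and 36 lower in TR-DS and 34 higher and 41 lower in LR-DS, each within 1.5 times the paper's counts.

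By sign, 7 miRNAs were lower in TR-DS and higher in LR-DS, against the paper's 4. Scaling by library size alone, RLE factors, at least 10 counts in every library, and the fits without TR-CT replicate 3, LR-CT replicate 1 or LR-DS replicate 3 closed this gap, and the other alternatives did not (between 4 and 20 over all 17). Counted only over the miRNAs that the paper lists for both root types, a count chosen after the values were seen, the number was 4, and the other 3, miR160a, miR395a and miR395f (chosen after their values were seen), are in neither list. Over the listed miRNAs, the signs gave 29 higher in TR-DS and 24 in LR-DS, and 19, 25 and 9 that were higher in both, lower in both, and higher in TR-DS and lower in LR-DS. Of the 71 log2FC values of named miRNAs that the paper gives, 0 differed from those computed here by more than the standard error.

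Of the 58 miRNAs that the paper lists for taproots, 0 passed an FDR of 0.05 here, 2 had an unadjusted p of at most 0.05 and 26 had a log2FC within 0.5 of 0. Of these listed miRNAs, DESeq2's Wald test and edgeR's likelihood ratio test called miR172a, and the replicate block called miR171d. Of the 61 listed for lateral roots, 22 passed, 28 had an unadjusted p of at most 0.05 and 16 had a log2FC within 0.5 of 0. Listed miRNAs that did not pass here were called as follows: 13 with library size alone, 7 in DESeq2's Wald test, 6 with the library size without the most abundant miRNA, 6 at a threshold of 0.1, 5 with at least 10 counts in every library (miR156b, miR160b, miR167b, novel_miRNA_CGCAGAUUAGCGUGGCACCAUC and novel_miRNA_UAGGAGUUGGAUGAGACAUUG), 2 after filterByExpr (miR167b and novel_miRNA_UGUGGACUUGUUGUGCAAAUA), 2 with the replicate block (miR396b and novel_miRNA_UAGGAAUUACAAAAAAGAGAG) and 1 with RLE factors (miR167b). The likelihood ratio test and the exact test each called 1, novel_miRNA_UGUGGACUUGUUGUGCAAAUA. The fits without LR-CT replicate 1, LR-DS replicate 1, LR-DS replicate 2 and LR-DS replicate 3 called 1, 5, 2 and 8. The sequence-named miRNAs given here were chosen after their values were seen.

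The paper names miR396a among the miRNAs up-regulated in both root types and, further on, among those up-regulated in TR-DS and down-regulated in LR-DS. Here its log2FC was 0.57 in TR-DS and -1.09 in LR-DS. The paper describes miR164 as reduced in both root types in its section on hormones, and as induced in the taproots of containerized seedlings elsewhere. Cultivation was not used here, so the second statement was not tested. Here 4 of the 5 members had a log2FC above 0 in TR-DS and 3 in LR-DS; the members below 0 were miR164c in TR-DS, and miR164c and miR164d in LR-DS.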

Other observations

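The tests of the spread between replicates, of the most abundant sequence, of the score of the taproot libraries, of reads divided between identical sequences and of miR166f in a single library were chosen only after the results were seen.

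Other splits of the same libraries were counted for each comparison. Of the 10 splits of the 6 lateral root libraries into 3 against 3, 1 (the real one) gave as many as 24 miRNAs at an FDR of 0.05, and the others gave 0, with at most 5 at an unadjusted p of at most 0.05. For the families in lateral roots it was 1 of 10 as well. With 10 splits the share cannot fall below 0.1, so this count cannot decide on chance for these 2 results, and no conclusion is drawn from it. Where the real split gave 0, any split gives at least as many, so the counts at an FDR of 0.05 are given without a conclusion: 10 of 10 for miRNAs in taproots, 10 of 10 for families in taproots, 10 of 10 for LR-CT against TR-CT and 10 of 10 for LR-DS against TR-DS. At an unadjusted p of at most 0.05, the real splits gave 3, 2, 5 and 4, and 6, 4, 3 and 8 of the 10 splits gave as many. In taproots, 1 split gave 24 miRNAs at an FDR of 0.05 (36 at an unadjusted p of at most 0.05) and the other 9 gave 0. It is the split that exchanges TR-CT replicate 3 and TR-DS replicate 2, and it gave 20 features in the fit of families. Of the 10 splits, 4 part all 3 same-numbered pairs as the real one does, and the other 6 part 1 (the exchange among them); among those 4, 1 gave as many calls in lateral roots. For the interaction the real split gave 0 as well, which 100 of 100 splits drawn within the groups must reach, and 66 at least its 5 at an unadjusted p of at most 0.05. For families the interaction gave 0 in the real split, which again all 100 of 100 must reach, with 19 at least its 5 at an unadjusted p of at most 0.05.

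More miRNAs passed in lateral roots (24) than in taproots (0, with 3 at an unadjusted p of at most 0.05). The biological coefficient of variation in taproots was 1.92 times that of lateral roots, consistent with a larger spread between the taproot libraries as an explanation. The totals of the libraries alone did not account for the difference. With every library drawn down to the smallest total, 18 miRNAs passed in lateral roots, 17 of them among the 24. In taproots 0 passed (6 at an unadjusted p of at most 0.05). The most abundant sequence kept its share in that run, so the counts left for the other miRNAs were not equalised. Before drawing down, they lay between 67863 and 223380 in taproot libraries and between 26087 and 557180 in lateral root libraries. Depth left for the other miRNAs is therefore not excluded. Taking the most abundant sequence out left 22 in lateral roots, 18 of them among the 24, and the fit without the shallowest library gave 32. The interaction found no miRNA with a different drought effect in the root types, so a biological difference between them was not shown.

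A score for the lateral root response, the mean log2 CPM of the 7 miRNAs higher in LR-DS minus that of the 17 lower, was computed for each library. It was 0.35, 1.39 and 6.15 in TR-CT and 6.10, 1.76 and 5.49 in TR-DS, against 0.02, -0.64 and -0.49 in LR-CT and 5.12, 5.40 and 4.30 in LR-DS, whose separation follows from the choice of miRNAs. In 3 of the 9 pairs of a TR-CT and a TR-DS library the control scored higher, all with TR-CT replicate 3. The group means in taproots, 2.63 ± 3.09 (SD, n = 3) and 4.45 ± 2.35 (SD, n = 3), did not differ detectably (exact permutation test, two-sided p = 0.5, with a smallest possible p of 0.1). The libraries with scores unlike the others of their group, TR-CT replicate 3 and TR-DS replicate 2, are those exchanged in the split with 24 miRNAs. TR-CT replicate 3 correlated more with TR-DS replicates 1 and 3 (r of 0.928 and 0.885) than with TR-CT replicates 1 and 2 (0.812 and 0.823), and TR-DS replicate 2 more with TR-CT replicates 1 and 2 (0.904 and 0.953) than with TR-DS replicates 1 and 3 (0.870 and 0.755). The absence of calls in taproots and the larger spread between the taproot libraries therefore hold only as far as these 2 libraries carry the right labels, which were used as given. A mislabelled library or stress that varied between seedlings could produce such scores, and so could a taproot response that does not follow that of lateral roots; the data do not separate these.

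The pair miR166a and miR166d, and the pair novel_miRNA_CUUCUGUUAGCUCUUAUGGA_1 and _2 (chosen after its values were seen), each share 1 mature sequence, the first by the statement of the paper and the second by its name. If the reads of 1 sequence were divided at random between the loci, the chi-square of the share over its degrees of freedom across the 12 libraries would be near 1. It was 1453 for miR166a and miR166d and 38.5 for the other pair, in which the share of _2 lay between 0% and 25.1%. Within single groups it lay between 614 and 3090 for the first pair and between 3.48 and 30.1 for the other. The share of miR166d lay between 16.8% and 92.0%. Reads are not independent molecules, but a random division of each read would still leave the same share in every library. The values therefore argue against such a division for both pairs, as far as each pair shares 1 sequence. Replicates of one group also differed across all miRNAs, by a chi-square over its degrees of freedom between 26.5 and 3990. That spread concerns the levels of different miRNAs and is no measure for the share within a pair. Which step divided the reads was not tested.

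miR166f was absent from all TR-CT libraries, and 1 of the 3 TR-DS libraries had more than 3 counts (FDR 0.685 in edgeR's quasi-likelihood test). Its increase in taproots passed the threshold with library size alone (FDR 0.00486), with the likelihood ratio test and with the replicate block, within a range of 3.17e-05 to 1.00 over the alternatives. It rests on TR-DS replicate 3, the 1 library with counts.

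The most abundant sequence, novel_miRNA_CCGGUCUGCUCGUCCC (chosen after its values were seen), has 16 nt, whereas the other sequence-named miRNAs have 20 to 22 nt. It took 72.5% ± 17.0 of the counts in TR-CT, 76.8% ± 5.78 in TR-DS, 47.6% ± 13.3 in LR-CT and 85.3% ± 1.41 in LR-DS (SD, n = 3 each). Its log2FC was 2.02 in lateral roots (FDR 0.00331) and 0.062 in taproots (FDR 0.997). It is thus 1 of the 7 counted as higher in LR-DS, although whether it is a mature miRNA was not tested. Adjusted over the 40 miRNAs that the paper names by member or family, 0 passed an FDR of 0.05 in taproots and 11 in lateral roots, the same numbers as these 40 have when adjusted over all 75. The 2 miRNAs named for the size of their change alone, miR2111a and novel_miRNA_ACUAUUGUGGAGCACCUGCUC, were left out of this count.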
